# Hypothesis-generating analysis of the impact of non-damaging metabolic acidosis on the transcriptome of different cell types: Integrated stress response (ISR) modulation as general transcriptomic reaction to non-respiratory acidic stress?

**DOI:** 10.1371/journal.pone.0290373

**Published:** 2023-08-25

**Authors:** Virginie Dubourg, Marie-Christin Schulz, Philipp Terpe, Stefanie Ruhs, Michael Kopf, Michael Gekle

## Abstract

Extracellular pH is an important parameter influencing cell function and fate. Microenvironmental acidosis accompanies different pathological situations, including inflammation, hypoxia and ischemia. Research focussed mainly on acidification of the tumour micromilieu and the possible consequences on proliferation, migration and drug resistance. Much less is known regarding the impact of microenvironmental acidosis on the transcriptome of non-tumour cells, which are exposed to local acidosis during inflammation, hypoxia, ischemia or metabolic derailment. In the present hypothesis-generating study, we investigated the transcriptional impact of extracellular acidosis on five non-tumour cell types of human and rat origin, combining RNA-Sequencing and extensive bioinformatics analyses. For this purpose, cell type-dependent acidosis resiliences and acidosis-induced transcriptional changes within these resilience ranges were determined, using 56 biological samples. The RNA-Sequencing results were used for dual differential-expression analysis (DESeq and edgeR) and, after appropriate homology mapping, Gene Ontology enrichment analysis (g:Profiler), Ingenuity Pathway Analysis (IPA^®^), as well as functional enrichment analysis for predicted upstream regulators, were performed. Extracellular acidosis led to substantial, yet different, quantitative transcriptional alterations in all five cell types. Our results identify the regulator of the transcriptional activity NCOA5 as the only general acidosis-responsive gene. Although we observed a species- and cell type-dominated response regarding gene expression regulation, Gene Ontology enrichment analysis and upstream regulator analysis predicted a general acidosis response pattern. Indeed, they suggested the regulation of four general acidosis-responsive cellular networks, which comprised the integrated stress response (ISR), TGF-β signalling, NFE2L2 and TP53. Future studies will have to extend the results of our bioinformatics analyses to cell biological and cell physiological validation experiments, in order to test the refined working hypothesis here.

## Introduction

Under physiological conditions, arterial pH is maintained within a narrow range (between pH 7.35 and 7.45). As for the interstitial fluid (i.e. the cellular microenvironment), its physiological pH-values range between pH 7.0 and 7.4, depending on the type of tissue and the actual physical condition (rest or exercise) [1–3]. The interstitial pH-value is unstable compared with the value in arterial blood and it may deviate from physiological values even when the arterial blood pH is unaffected [4]. Systemic metabolic acidosis, defined as a reduced serum bicarbonate [HCO_3_^-^] concentration in a person with physiological respiratory function, reflects a decrease in non-volatile acid removal that leads to net acid accumulation and subsequently to a general pH decrease. Prolonged systemic metabolic acidosis is accompanied by several consequences, including bone demineralization, skeletal muscle protein catabolism, reduced hepatic albumin synthesis, and increased systemic inflammation that results in an enhanced risk of cardiovascular and renal diseases [3].

Non-volatile acids derive from metabolism of endogenous or exogenous components, like amino acids, phospholipids or nucleic acids. In addition, glycolysis, ketone body synthesis (and incomplete oxidation fatty acids) contribute to acid accumulation [3]. The daily load of non-volatile acids in healthy adults on a Western style diet amounts to approximately 70 mmol/d, but can increase significantly in the event of pathological lipolysis or glycolysis (fasting?). Individuals with normal kidney and liver functions quantitatively match acid excretion to production, avoiding acid accumulation. In contrast, impaired kidney function can lead to acid accumulation, resulting in systemic metabolic acidosis even without any enhancement of acid production.

Locally, extracellular acidification with pH-values below 7.0 (in extreme situations down to 6.0) [3, 5–12] is one of the pathological hallmarks of many diseases. These include cerebral and cardiac ischaemia, cancer, infection, inflammation or tissue hypoxia. The development of local metabolic acidosis is the result of an imbalance in the production/release of acids by the cells and the removal of acids via the circulation. Extracellular acidosis acts on all cells of the affected tissue and may therefore lead to diverse cellular responses, resulting in the activation or aggravation of distinct pathophysiological processes.

In the past, research focussed mainly on tumour microenvironment acidosis as key parameter for cell fate and disease progression. However, prolonged acidification of the micromilieu also leads to inflammatory and fibrotic homeostatic imbalance in non-tumour tissues, characterized by the abnormal accumulation of immune cells, the appearance of myofibroblasts and interstitial fibrosis [3], from what a vicious cycle may result. Up to now, the molecular mechanisms of acidosis-associated inflammation and fibrosis are only partially understood. However, they seem to include both innate and adaptive inflammatory processes, as well as an imbalanced matrix homeostasis, resulting from dysregulated intra- and intercellular communications. Local acidosis can induce oxidative stress that can stimulate further inflammation and fibrosis, extending the damage to tissue function failure. In renal tissue for example, acidosis can induce an upregulation of angiotensin II, accompanied by leukocyte infiltration, proliferation and activation of fibroblasts and abnormal accumulation of extracellular matrix. In vascular walls, pH can drop significantly e.g. during severe sepsis but also—to a lesser extend–in atherosclerotic lesions, exposing smooth muscles to acidic conditions [10].

In addition, local acidosis can interfere with the function and differentiation state of parenchymal cells, in what transcriptomic changes, most probably, play a major role [13]. Indeed, extracellular acidosis can be sensed at the cell membrane, what almost certainly leads to a decrease of cytosolic pH [14–16], thereby acting on a number of cellular processes, including signaling pathways, metabolic processes but also transcription regulation [3]. Recently, we described the impact of metabolic acidosis on cell signaling pathways and the expression of inflammation-related genes in fibroblasts and tumour cells [14, 15]. The results showed that an acidic microenvironment can trigger a differential transcriptional program of pathological relevant genes, generating an inflammatory status that leads to cellular loss of function. However, it remains unclear whether there is a common global transcriptional “acidosis response” or whether individual responses for each cell type prevail.

In the present study, we performed a comparative investigation regarding the impact of non-damaging acidotic pH-values on the transcriptome of five non-cancerous cell types, comprising epithelial and mesenchymal cells of human and rat origin. Because these cell-types are confronted with different acidotic challenges in their original environment, it is conceivable that they developed and exhibit different acidosis resiliences, i.e. the acidic pH-range that will not result in non-specific cell damage leading to cell death by necrosis or apoptosis. Therefore, it would not have been appropriate to expose the cells to a uniform acidic pH-value. Rather the cells had to be exposed to their individually determined maximum non-damaging acidotic pH values. Thus, we first assessed pH-resilience and subsequently exposed the cells to their respective non-damaging pH-values for 48 h, followed by RNA-sequencing and bioinformatics analysis (Fig 1).

**Fig 1:**
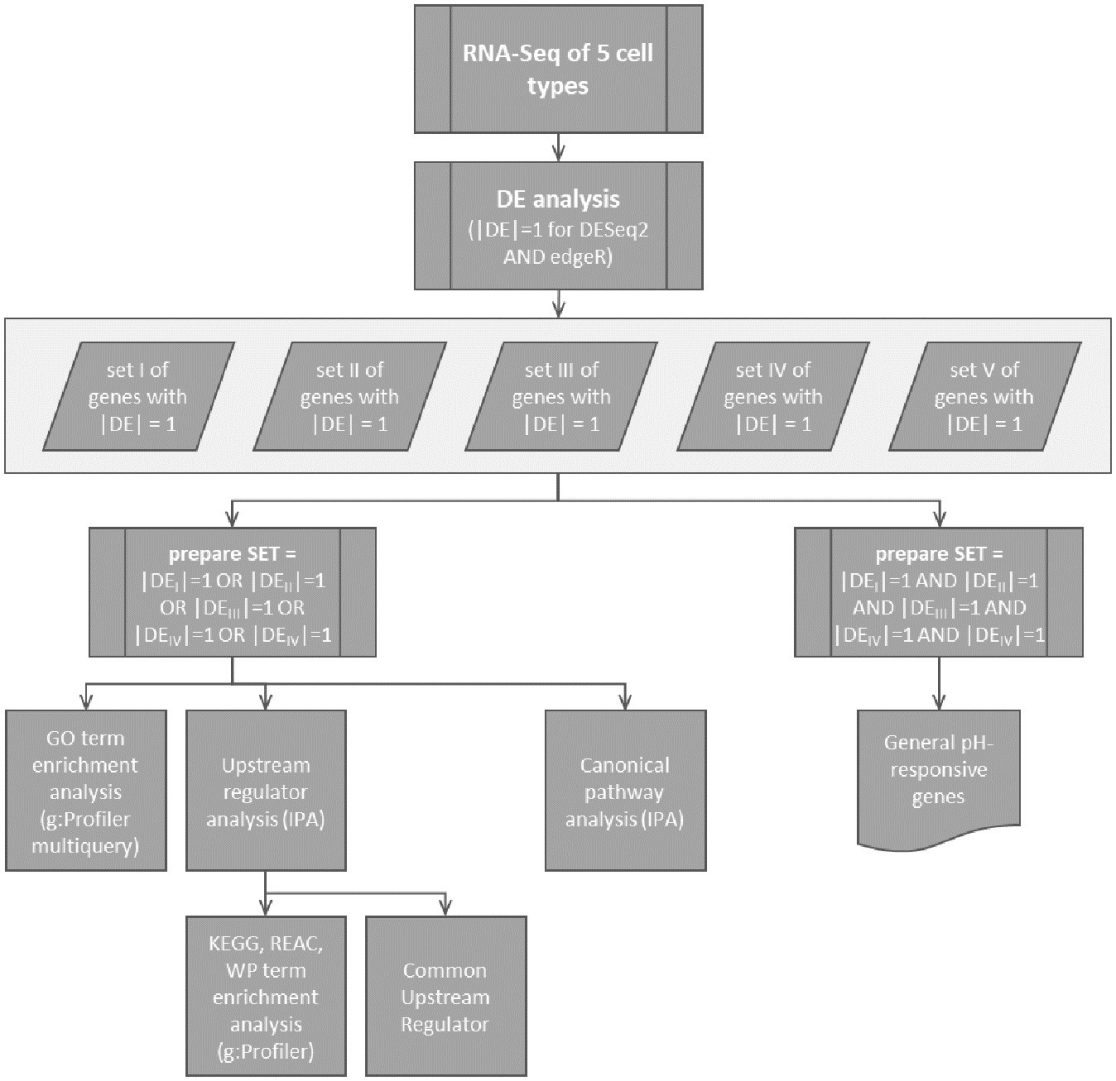
Analysis workflow. Analysis strategy for comparisons and identification of the acidosis-responsive genes, regulators and pathways, based on the output of the differentially expression (DE) analysis, which served to identify up- (DE = 1) and down- (DE = -1) regulated genes.

## Materials and methods

### Cell culture

HAoSMC (male, caucasian) were cultivated in PromoCell Smooth Muscle Cell Growth Medium 2 containing 5% FCS (Fetal Calf Serum), epidermal growth factor (0.5 ng/ml), basic fibroblast growth factor (2 ng/ml) and insulin (5 μg/ml) at 37 °C in a humidified atmosphere with 5% CO_2_. Normal rat kidney fibroblasts (NRK-49F, ATCC^®^ CRL-1570), normal rat kidney epithelial cells (NRK-52E, ATCC^®^ CRL-1571), normal human kidney epithelial cells (HK-2, CRL-2190^™^) and normal human fibroblasts (CCD1092Sk, ATCC^®^ CRL-2114^™^) were grown in DMEM medium supplemented with 10% FCS and 2 g/l NaHCO_3_ at 37 °C and under a humidified 5% CO_2_ atmosphere, and subcultivated once per week before confluence.

Before all experiments, cells were synchronized by incubation in serum- and supplement-free DMEM media (5.5 mM glucose, 24 mM NaHCO3, 25 mM HEPES) for 24 h. Subsequently, cells were treated in DMEM medium under following conditions for 48 h: control pH 7.4 or acidic pH as indicated. Acidic pH-values were obtained by titration with hydrochloric acid.

### Caspase-3 activity assay

Protein fractions of all cell types were obtained after 30 min incubation on ice with 100 μL cell lysis buffer (10 mM TRIS, 100 mM NaCl, 1 mM EDTA, 0.01% triton X-100 (v/v), pH 7.5) and used to determine caspase-3 activity. 60 μl of sample were incubated with 60 μl of Caspase-reaction buffer (20 mM piperazine-N,N′-bis(2-ethanesulfonic acid), 4 mM EDTA, 0.2% 3-[(3-cholamidopropyl)dimethylammonio]-1-propanesulfonate (w/v), 10 mM dithiothreitol, pH 7.4) and 42 μM DEVD-AFC (end concentration) for 90 min at 37 °C. Fluorescence of the cleaved product AFC was measured with a plate reader (Infinite M200, Tecan) at a 400 nm excitation and 505 nm emission wavelengths. Cleaved AFC was quantified using a calibration curve with known AFC concentrations and normalized to the total protein amount of the sample (determined by BCA assay, as described below).

### Lactate dehydrogenase (LDH) assay and cellular protein

LDH was determined after a standard protocol according to Bergmeyer et al. [17]. Cell media and cell lysates were incubated with LDH substrate buffer and the turnover of LDH substrates was measured at 334 nm (NADH) for 30 minutes. Relative LDH release was calculated as the LDH activity in the media divided by the total LDH activity (= media + lysate). Protein content was determined using a bicinchoninic acid assay (BCA—Thermo Scientific) with bovine serum albumin as standard [18].

### Determination of cytosolic pH and transporters

Cytosolic pH of single cells was determined using the pH-sensitive dye BCECF (2’,7’-bis-(2-carboxyethyl)-5-(and-6)-carboxyfluorescein, acetoxymethyl ester—Invitrogen, Paisley, UK) as described before [19, 20]. In brief, cells were incubated with media containing 5 μM BCECF-AM for 15 min. Excitation light source was a 100 W mercury lamp. The excitation wavelengths were 450 nm/490 nm. The emitted light was filtered through a bandpass-filter (515–565 nm). After background subtraction, fluorescence intensity ratios were calculated. pH calibration was performed after each experiment by the nigericin (Sigma, St. Louis, USA) technique [21, 22], using a two-point calibration (pH 6.8 and 7.5). The calibration solutions contained 132 mM KCl and 1 mM CaCl_2_, 1 mM MgCl_2_, 10 mM HEPES and 10 μM nigericin.

### RNA sample preparation

Total RNA were isolated after 48h treatment with BlueZol Reagent as described in the user manual. The RNA samples were treated with “Turbo DNAse-free kit” (following the “rigorous DNAse treatment” protocol from the manufacturer) to remove eventual genomic DNA contaminations and were cleaned by ethanol precipitation (with 3M sodium acetate, glycogen and 100% ethanol). The RNA concentration was determined by NanoDrop (Biochrom, Germany). The quality of the to-be-sequenced RNA samples was assessed using a 2100 Bioanalyzer system (Agilent Technologies, Germany) and all samples had a RNA Integrity Number (RIN) above 7 (with 10 as maximal possible value).

### RNA-sequencing

Novogene Co., Ltd (Cambridge, United-Kingdom) carried out the sequencing libraries preparation (poly(A) enrichment) and the paired-end sequencing (2 x 150 bp) runs on a NovaSeq6000 Illumina system. Adaptor clipping and data quality control was provided by the service company as well.

HISAT2 (v. 2.1.0) [23] served for read mapping to the human genome hg38 for human cells (HK2, CCD1092Sk and HAoSMC) and to the rat genome rn7 for rat cells (NRK-52E, NRK-49F). Counting of the mapped reads was performed with featureCounts 2.0 (-p–M–t exon) [24] and gene annotation was done using BiomaRt (v.2.44.4) [25] to access Ensembl archive v105. Raw RNA sequencing data and annotated counts are publicly available on Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo). GEO accession numbers: Human data GSE220788, rat data GSE220789.

### Differential expression analysis

edgeR (3.30.3) [26] and DESeq2 (1.28.1) [27] were used to identified acidosis-regulated genes in each cell-types (Fig 1). Because not all cell types were from a single organism type, the differential expression analysis was divided in two parts, considering either human or rat cells. For each analysis round, genes with sufficient counts to be considered in the statistical analysis were filtered using the filterByExpr edgeR function and the independent filtering parameter (α = 0.05) of the DESeq2 results function. Normalization factors were calculated with the “trimmed mean of M value” (TMM) method in the edgeR analysis. Significantly “differentially expressed genes” (DEG) were defined as genes with a false discover rate (FDR) below 0.05 in both DESeq2 and edgeR outputs (overlap of the respective results).

### Homology mapping

The function getLDS from the BiomaRt (v 2.44.4) R package [25] was used for homology mapping between the human and rat genome annotations (Ensembl 105). Although the homology system is originally asymmetrical, a strategy to obtain an index with 1 human gene ID:1 rat gene ID had to be developed in order to be able to compare the acidosis-regulated genes in between all cell types (Fig 2).

**Fig 2:**
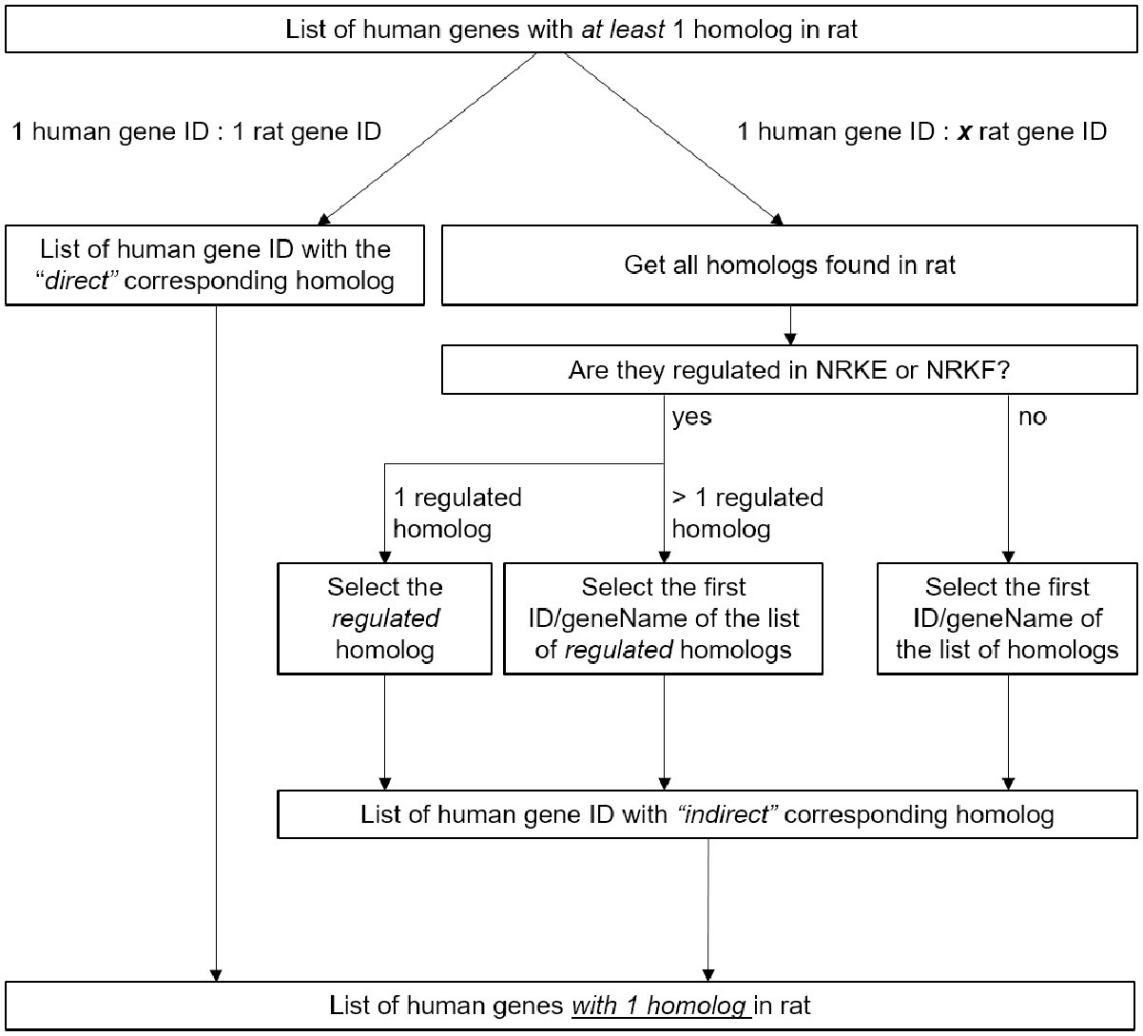
Analysis workflow. Strategy applied in order to obtain a symmetrical homology system between human and rat annotations used for further comparisons of the acidosis-regulated genes.

### Comparison of gene expression regulation and visualization

UpSetR (1.4.0) [28] was used to display the results of the comparison of these homolog-annotated lists of regulated genes. Clustering of the samples was performed with the MORPHEUS tool (https://software.broadinstitute.org/morpheus; metric: one minus pearson correlation, linkage: average; accessed on 16 February, 2023). For clustering according to the FPM values, a FPM-threshold > 5 for at least one sample was applied, resulting in 16126 genes to be included. For clustering according to the logFC values, a threshold of |logFC | > 1 for at least one cell type was applied, resulting in 6743 genes to be included.

### Gene Ontology enrichment

Gene Ontology (GO) term enrichment analysis was performed with the web server g:profiler2 (https://biit.cs.ut.ee/gprofiler/orth) [29]. A multiple query was performed to compare all cell types. For each considered cell type, a list of acidosis-regulated genes with at least one homolog in the other organism served as input. Only GO terms comprising less than 5000 genes were considered and those were simultaneously filtered for an adjusted p-value below 0.05 for all datasets. The enrichment score E of the filtered GO terms was calculated, with E = (intersection size/query size) / (term size/effective domain size).

### Ingenuity Pathway Analysis

The application QIAGEN Ingenuity Pathway Analysis (IPA—https://digitalinsights.qiagen.com/IPA) was used to compare the putative effect of acidosis-induced transcriptomic changes in the different cells types. The Ensembl identifiers of the regulated genes were mapped to networks incorporated into the software database. The featured “Comparison Analysis” tool was used to match the different results of the “Upstream Regulator” (predicts potential regulators involved in the observed gene expression variations—includes e.g., transcription or translation regulator, growth factor, kinase, chemicals) and the “Canonical Pathways” (predicts potentially affected pathways downstream of the observed gene expression variations) analyses. Only the category “Genes, RNAs and Proteins” was considered for “Upstream Regulators” (exclude e.g., described chemicals). The latter were further filtered for “Transcriptions Regulators” before heatmap visualization. All results were filtered for |Z-score| ≥ 2 and adjusted (Benjamini–Hochberg) p-value ≤ 0.01 for at least one dataset.

### Functional enrichment analysis for predicted upstream regulators

The functional enrichment analysis of predicted upstream regulators (output of IPA analysis, filtered for adjusted p-value ≤ 0.05 for all datasets) was performed with the web server g:profiler2 (https://biit.cs.ut.ee/gprofiler/orth) [29]. Only biological pathways-related databases were considered (KEGG, Reactome, WikiPathways). The results were filtered for adjusted p-values ≤ 0.001 and enrichment score E > 10 (see “Gene Ontology Enrichment” section for E calculation method).

## Results

### Determination of cellular acidosis resilience

Because the cell types used in this study are confronted with different acidotic challenges in their original environment, they most probably developed different acidosis resilience, i.e. are able to cope with different acidic pH-ranges that will not result in non-specific cell damage leading to cell death by necrosis or apoptosis. As it would not have been appropriate to expose the cells to a uniform acidic pH-value rather than to expose them to their individual maximum non-damaging acidotic pH values, we first determined cell type-specific acidosis resilience.

Fig 3 shows the effect of exposure to acidic media on caspase-3-activity (biomarker for apotosis), release of cytosolic proteins (LDH or caspase-3; biomarker for necrosis, i.e. membrane leakage) and cell protein per petri dish (biomarker for cell loss) for the different cell types. Obviously, the cells differ in acidosis resilience. As already described before, NRK-52E and NRK-49F cells show a high acidosis resilience down to pH 6.0 [15]. HK-2 and CCD1092Sk cells showed signs of cell damage (necrosis) beyond pH 6.4 and HAoSMC beyond pH 6.8. Thus, NRK-52E and NRK-49F cells were exposed to pH 6.0, HK-2 and CCD1092Sk cells to pH 6.4 and HAoSMC to pH 6.8.

**Fig 3:**
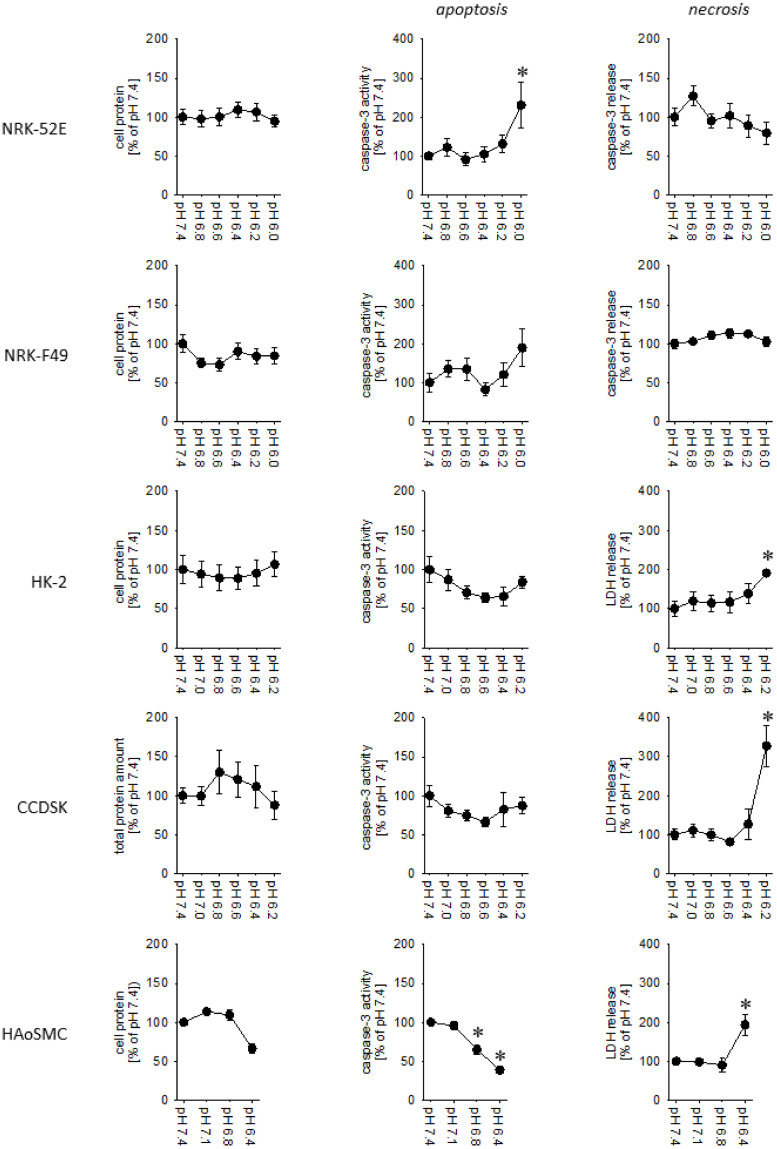
Determination of acidosis resilience for the five cell types. Cell protein per dish (left), caspase-3-activity as apoptosis marker (middle) and relative release of cytosolic proteins (LDH or caspase-3; right) as necrosis marker. N = 6–10. * = p<0.05 versus pH = 7.4 (Mann-Whitney Rank Sum Test).

### Acidic-milieu triggers gene expression regulation with organism- and cell type-specific patterns

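NRK-52E cells are epithelial cells and NRK-49F cells are fibroblasts, both from rat kidney. They were kept without serum for 24 h and then exposed for 48 h to pH 7.4 or to pH 6.0. RNA of NRK-52E cells was sequenced from n = 6 samples at each pH, and RNA of NRK-49F cells from n = 6 samples at pH 7.4 and n = 5 at pH 6.0. The authors mapped the read pairs of these poly(A) libraries to the rat genome rn7 and counted them on the exons of Ensembl genes, with reads that map to several places included. The deposited values are these raw counts, without normalization. Because multi-mapping reads were counted, values of genes with near-identical copies can hold reads of their paralogs, and the paper's text does not name the strand setting of the counting.
In NRK-52E cells, total counts per sample ranged from 17108547 to 32492245 at pH 7.4 (median 19131834) and from 16657666 to 33690997 at pH 6.0 (median 17438369). In NRK-49F cells, they ranged from 16412564 to 34250535 at pH 7.4 (median 24822381) and from 16800361 to 31206192 at pH 6.0 (median 24410964). The sample labels give each cell line 2 sample groups, 1 and 3 for NRK-52E cells and 4 and 6 for NRK-49F cells, and each sample group holds both pH values. The paper's text does not name what a sample group is, so the sample groups were treated as a possible batch.
The table holds 30452 genes, of which 22243 had at least 1 count in the 23 samples and 14777 passed the filter for sufficient counts (filterByExpr). Expression levels are given as FPM, computed by edgeR's cpm function from the library size scaled by the trimmed mean of M values (TMM). In NRK-52E samples at pH 6.0, the level that 3 counts correspond to was between 0.0873 and 0.165 FPM, a limit that covers counting error only. All samples were compared in a single model with 4 conditions, and log2 fold changes are those of pH 6.0 against pH 7.4.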

The incubation with acidic media led to gene expression changes in all considered cells types (Fig 4a, left; see also the summaries in the S1 File and S1 Fig), with a visible higher disposition for rat cells (S1 Table). The higher number of affected genes in NRK-49F and NRK-52E cells could in part result from the lower extracellular pH (pH_e_). However, this seems unlikely (Fig 4g) considering the fact that (i) there was a rather large difference in the number of regulated genes between these two rat cells types exposed to the same acidic stress and (ii) in view of the higher number of affected genes in HAoSMC (pH 6.8) compared to HK-2 or CCD1092Sk cells (pH 6.4). Furthermore, there seems to be no correlation of intracellular pH values with the number of genes affected (Fig 4g). 

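In NRK-52E cells, 9049 of the tested genes were regulated at pH 6.0 (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 3647 were higher and 5402 lower than at pH 7.4. In NRK-49F cells exposed to the same pH, 4270 genes were regulated, 2143 of them higher and 2127 lower. These are 61.2% and 28.9% of the tested genes, a ratio of 2.12. With each cell line filtered, scaled and fitted alone, 4077 genes were higher and 4258 lower in NRK-52E cells, and 2244 higher and 2301 lower in NRK-49F cells. An absolute log2 fold change above 1 was reached by 3700 of the regulated genes in NRK-52E cells and by 1225 in NRK-49F cells. When the difference between both responses was itself tested, 6120 genes differed, and for 4969 of them the absolute log2 fold change was larger in NRK-52E cells. Within single sample groups, 7232 genes were regulated in group 1 and 8478 in group 3 of NRK-52E cells, against 3403 in group 4 and 3127 in group 6 of NRK-49F cells. The paper's rule is a call by both edgeR and DESeq2. It gave 8798 and 4236 genes with edgeR's quasi-likelihood test, and 8899 and 4596 with its likelihood ratio test, an alternative chosen after the data were seen. The alternative that moved these numbers most was a test against an absolute log2 fold change of 1, which left 1978 and 294 genes. With each replicate left out in turn, the numbers stayed between 8568 and 9275 in NRK-52E cells and between 3660 and 4476 in NRK-49F cells.
Among regulated genes with a mean of at least 5 FPM over all samples and no overlap between the pH values, the largest rise in NRK-52E cells was that of Ifi27l2b (ENSRNOG00000026605, chromosome 6), from 3.21 ± 1.68 to 203 ± 105 FPM (SD, n = 6 each). Its log2 fold change was 6.00 (standard error 0.38, adjusted p = 4.89e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 5.35 within sample group 1 and 6.33 within sample group 3. Ifi27l2b belongs to a family of similar genes, so its counts could hold reads shared with its paralogs. X4930544D05Rik (ENSRNOG00000042847, chromosome 10) and Eda2r (ENSRNOG00000013018, chromosome X) followed with log2 fold changes of 5.03 and 4.88. By the fitted log2 fold change, the largest falls were those of Pdgfra (ENSRNOG00000002244, chromosome 14), Syndig1 (ENSRNOG00000031536, chromosome 3) and Vcam1 (ENSRNOG00000014333, chromosome 2). Their levels at pH 6.0 were at the limit of detection, so their rank among the falls is not established. Fam180a, which kept 90 to 564 counts per NRK-52E sample at pH 6.0, had a log2 fold change of -3.58. At pH 6.0 no NRK-52E sample had more than 3 counts on Pdgfra, Syndig1 or Vcam1. Their measured levels were therefore at least 12.5-fold, 1.68-fold and 8.19-fold lower than at pH 7.4. In NRK-52E cells at pH 7.4 they had means of 1.83, 0.246 and 1.20 FPM, against 306, 37.3 and 272 FPM in NRK-49F cells. All 3 were highest in replicate A021 (4.73, 0.700 and 4.00 FPM), an NRK-52E sample that also carried signal from other genes of NRK-49F cells. The means at pH 7.4 include that signal, so the bounds do not show a fall of that size in NRK-52E cells themselves.
In NRK-49F cells, the largest rise by the same rule was that of Ampd3 (ENSRNOG00000018262, chromosome 1), from 1.74 ± 0.967 (SD, n = 6) to 44.8 ± 12.3 FPM (SD, n = 5). Its log2 fold change was 4.68 (standard error 0.34, adjusted p = 3.97e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while in NRK-52E cells it was -0.77 (adjusted p = 0.0253 in the edgeR test). The rise of Ampd3 was 4.72 within sample group 4 and 4.74 within sample group 6, and in NRK-52E cells the change was -0.31 within sample group 1 and -1.61 within sample group 3. Olfm1 (ENSRNOG00000009862, chromosome 3) and Atf3 (ENSRNOG00000003745, chromosome 13) rose by 3.84 and 3.40 on the log2 scale. AU018091 (ENSRNOG00000054438, chromosome 1), Tnfsf18 (ENSRNOG00000026607, chromosome 13) and Fam180a (ENSRNOG00000011750, chromosome 4) had the largest falls, with log2 fold changes of -3.80, -3.78 and -3.76. As 1 of 2 reasons why the lower pH seems an unlikely source of the higher number of affected genes in rat cells, the paper gives the difference between NRK-52E and NRK-49F cells at the same pH.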

We assume that the differences result from a predominant cell-type driven rather than a pH-value-driven transcriptional response.

**Fig 4:**
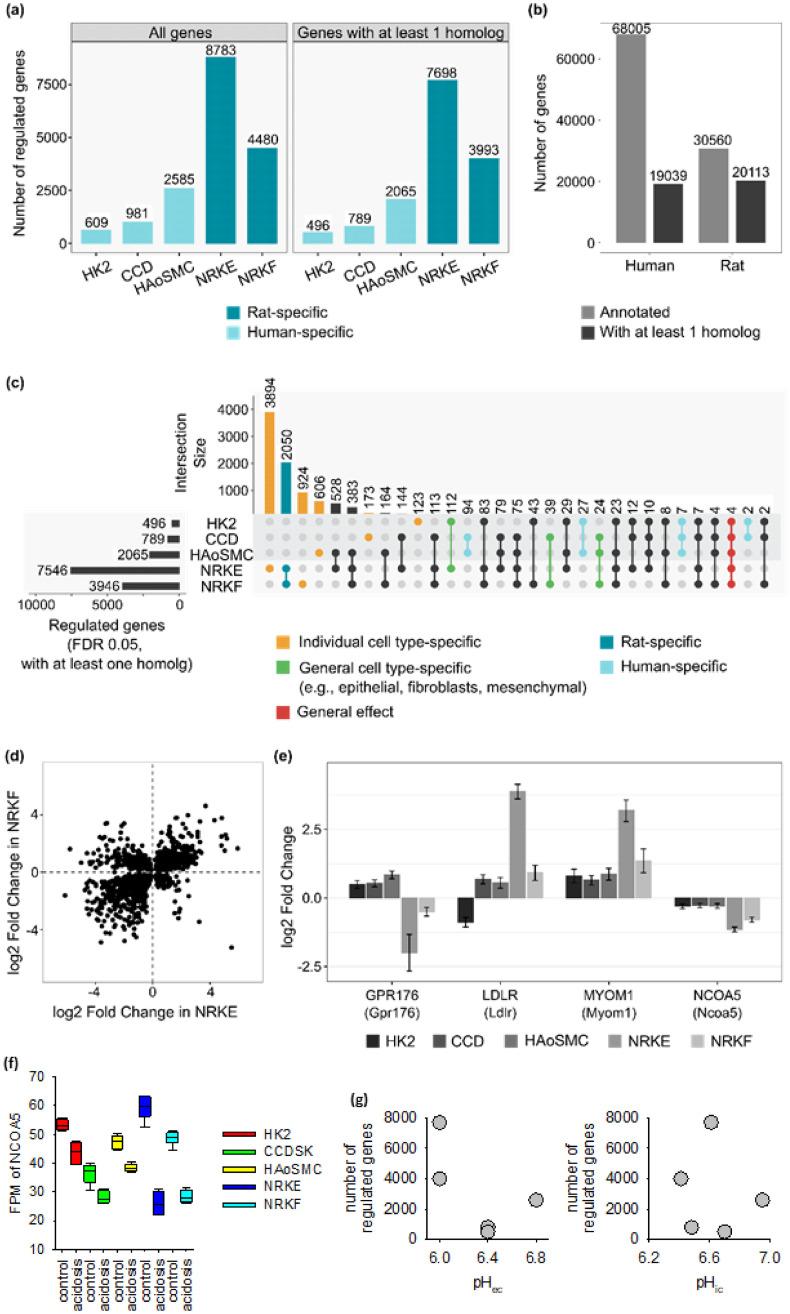
Acidic milieu mostly induces organism- and cell type-specific gene expression regulations. (a) Numbers of regulated genes (FDR 0.05) per cell type before and after filtering for genes having at least one homolog in the other considered organism. (b) Numbers of annotated genes for each genome and the proportion of these genes having at least one homolog in the other considered organism, according to Ensembl homology annotation. (c) The overlaps of the different lists of regulated genes are displayed in an UpSet plot, in which each row corresponds to a set of regulated genes and each column to one segment of a hypothetical Venn diagram. A black/coloured or grey dot indicates that genes from the corresponding dataset are included or not in this intersection, respectively. (d) The visualization of the log2 fold changes of the genes regulated in both rat cell types (second intersection of the UpSet plot) shows that not all of them are regulated in the same direction, highlighting a cell type specificity. (e) log2 fold changes for the genes found regulated through all datasets annotation (“general effect” intersection of the UpSet plot). The error bars corresponds to the log2 fold change standard error calculated by DESeq2. (f) Expression of NCOA5 under control and acidosis conditions in the five cell types. (g) Number of regulated genes does not correlate with the degree of intra- or extracellular acidosis (values for HK2 and CCD were derived from the literature [30–33]).

All genes annotated for the human and rat genomes were filtered for genes having at least one homolog in the other species (Fig 4b). These lists of homolog-associated genes were then used to screen the acidosis-regulated genes. This induced a slight reduction of the considered numbers of regulated genes only (Fig 4a, right), showing that most of the acidosis-regulated genes have at least one homolog in the other considered species. The homology system between human and rat is nonetheless asymmetrical as more than one rat gene ID can be associated with more than one human gene ID, and vice versa. Aiming to compare the acidosis-regulated genes throughout all the considered cell types, we developed a strategy to overcome this asymmetrical distribution of the homolog genes (Fig 2) and obtained a 1 human gene ID:1 rat gene ID homology. Based to this approach, the lists of acidosis-regulated genes in each cell type were compared, indifferently to which the organism the data were linked (Fig 4c). This suggested that acidosis partly induced organism-specific gene expression patterns (“rat- or human-specific” intersections). 

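Of the genes tested in the rat cells, 3031 were regulated in both NRK-52E and NRK-49F cells, 6018 in NRK-52E cells alone and 1239 in NRK-49F cells alone. Among the genes regulated in both, 1026 were higher and 1387 lower at pH 6.0 in both cell lines. The other 618 genes, 20.4% of those regulated in both, changed in opposite directions, 184 of them higher in NRK-52E cells and lower in NRK-49F cells and 434 the other way round. All 618 also passed the test of the difference between the cell lines, which their selection for opposite changes all but fixes in advance. Calls by both edgeR's quasi-likelihood test and DESeq2 gave 2943 shared genes, 590 of them opposite. With the sample group as a block, 3604 genes were shared and 785 of them opposite. The number of opposite genes was 716 with DESeq2 and 692 with edgeR's likelihood ratio test. It was 381 within sample groups 1 and 4 and 515 within sample groups 3 and 6, and 15 when genes were tested against an absolute log2 fold change of 1.
Krt15 (ENSRNOG00000003899, chromosome 10) fell from 5.66 ± 0.603 to 1.12 ± 0.742 FPM (SD, n = 6 each) in NRK-52E cells and rose from 7.54 ± 0.726 (SD, n = 6) to 38.3 ± 7.49 FPM (SD, n = 5) in NRK-49F cells. Its log2 fold changes were -2.27 (standard error 0.26, adjusted p = 6.74e-08) and 2.34 (standard error 0.23, adjusted p = 4.97e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within the sample groups they were -1.68 and -3.41 in groups 1 and 3 and 2.21 and 2.41 in groups 4 and 6. Krt13 (ENSRNOG00000014070, chromosome 10), another keratin gene that could share reads with it, had log2 fold changes of -2.07 and 2.01. Penk (ENSRNOG00000008943, chromosome 5) rose by 2.46 on the log2 scale in NRK-49F cells, while in NRK-52E cells it had at most 11 counts at pH 7.4 and none at pH 6.0. Its mean of 0.0969 FPM at pH 7.4 was below the 0.147 FPM that 3 counts correspond to on average at pH 6.0, so no fold is given for NRK-52E cells. Its fall there passed the threshold (adjusted p = 0.0131, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not with the estimated signal of NRK-49F cells subtracted (adjusted p = 0.0750 in the edgeR test). Tnfsf18 went from 7.07 ± 1.06 to 19.5 ± 12.0 FPM (SD, n = 6 each) in NRK-52E cells and from 7.01 ± 0.974 (SD, n = 6) to 0.523 ± 0.275 FPM (SD, n = 5) in NRK-49F cells. Its log2 fold change in NRK-52E cells was 1.46, but 2.01 in sample group 1 and 0.39 in sample group 3, where it did not pass the threshold (adjusted p = 0.0881, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Naaa (ENSRNOG00000002273, chromosome 14) and Pdk4 (ENSRNOG00000009565, chromosome 4) rose in NRK-52E cells by 1.73 and 1.47 on the log2 scale. Their falls in NRK-49F cells, from 0.498 to 0.130 FPM and from 0.395 to 0.0907 FPM, were between low levels that were highest in replicate A051. Within sample group 4 these falls did not pass the threshold (adjusted p = 0.503 and 0.248, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).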

Cell type specific regulation patterns were also observed, either for genes regulated exclusively in one cell type (“cell type specific” intersections) or for genes whose regulation direction depended on the cell type (as an example Fig 4d shows the comparison of NRK-52E and NRK-49F cells). Clustering of all samples according to their FPM values (see Methods section for details) also highlighted species- and cell type-specificities (Fig 5a). Cells clustered first according to the species, then according to the cell type (including embryological origin—epithelial versus mesenchymal for human cells) and only then according to acidotic stress. 

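For the rat cells, 12098 genes reached more than 5 FPM in at least 1 of the 23 samples and were used to cluster the samples by 1 minus Pearson's correlation with average linkage. Divided into 2 clusters, the samples separated by cell line without exception (adjusted Rand index 1). Divided into 4 clusters, they separated by cell line and pH, again with an adjusted Rand index of 1. Across these genes, which are not independent replicates, the median Pearson coefficient between samples of the same condition was 0.967 (0.925 to 0.998 over 55 pairs). Between samples of the same line at different pH it was 0.879 (0.777 to 0.938 over 66 pairs), and between cell lines 0.689 (0.535 to 0.789 over 132 pairs). Complete linkage, Spearman's coefficient, the log2 scale and a limit of 1 FPM each left the index for 4 clusters unchanged. The human samples were not used here.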

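The log2 fold changes of NRK-52E and NRK-49F cells had a Pearson coefficient of 0.306 and a Spearman coefficient of 0.347 across the tested genes, which are not independent replicates, and 62.4% of the genes moved in the same direction. Leaving out each sample in turn gave a jackknife standard error of 0.0293 for the Pearson coefficient. Among the genes regulated in both cell lines it was 0.516. Between single sample groups of the cell lines, it was 0.282 for groups 1 and 4, 0.255 for groups 3 and 6, 0.238 for groups 1 and 6 and 0.268 for groups 3 and 4. Between sample groups of the same cell line, it was 0.746 in NRK-52E cells and 0.620 in NRK-49F cells, and over genes with a mean of at least 5 FPM 0.785 and 0.826. The alternative that moved the coefficient between the cell lines most was to keep only genes with at least 10 counts in every sample, which gave 0.402.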

Clustering of all samples according to their logFC values (see Methods section for details) also highlighted species- and cell type- as well as cell origin- specificities (Fig 5b and 5c). 

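Gpr176, Myom1 and Ncoa5 were examined in the rat cells. Gpr176 (ENSRNOG00000005971, chromosome 3) was close to the limit of detection in NRK-52E cells, with 0 to 15 counts per sample at pH 7.4 and 0 to 3 at pH 6.0, or 0.172 ± 0.150 and 0.0497 ± 0.0607 FPM (SD, n = 6 each). Its level was at least 1.17-fold lower at pH 6.0 when set against 3 counts, and it passed the threshold in the model (adjusted p = 0.0140, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In an exact two-sided permutation test the difference in FPM had p = 0.0779 (adjusted p = 0.104 over 20 such tests). The sample with 15 counts was replicate A021, and with the estimated signal of NRK-49F cells subtracted, an alternative chosen after the data were seen, the adjusted p in edgeR's test was 0.199. In NRK-49F cells, Gpr176 decreased from 23.8 ± 4.27 (SD, n = 6) to 16.9 ± 1.51 FPM (SD, n = 5). The log2 fold change of -0.49 (standard error 0.22) did not pass the threshold in edgeR's quasi-likelihood test (adjusted p = 0.0946), but did in DESeq2's test (adjusted p = 0.00685). It was -0.71 within sample group 4 and -0.26 within sample group 6.

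**Figure D1:**
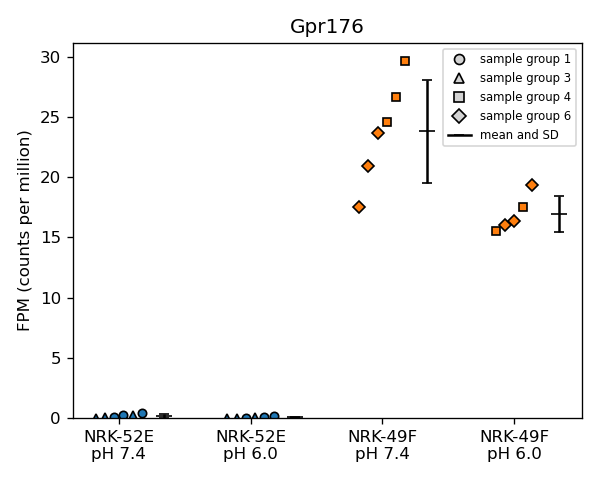
FPM of Gpr176 in each sample of NRK-52E and NRK-49F cells at pH 7.4 and pH 6.0, with symbols for the sample groups and bars for the mean and SD. Gpr176 reaches at most 0.420 FPM in NRK-52E samples.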

Finally, four genes were regulated throughout all datasets (“general effect” intersection in Fig 4c), highlighting a reduced but yet substantial global effect of acidosis on gene expression. Out of these, two genes were regulated concordantly in all five cell types, MYOM1 and NCOA5. 

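In both rat cell lines Myom1 (ENSRNOG00000057701, chromosome 9) was higher and Ncoa5 (ENSRNOG00000017824, chromosome 3) lower at pH 6.0. The log2 fold change of Myom1 was 3.11 in NRK-52E cells (standard error 0.38, adjusted p = 2.09e-07) and 1.35 in NRK-49F cells (standard error 0.42, adjusted p = 0.0188, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRK-49F cells it passed the threshold within sample group 4 (1.66, adjusted p = 0.0258) and not within sample group 6 (1.10, adjusted p = 0.117, the same edgeR test). The log2 fold change of Ncoa5 was -1.19 in NRK-52E cells (standard error 0.091, adjusted p = 9.91e-11) and -0.78 in NRK-49F cells (standard error 0.10, adjusted p = 1.21e-06, the same edgeR test). Within the sample groups it was -1.02 and -1.38 in NRK-52E cells and -0.82 and -0.77 in NRK-49F cells. The change in NRK-52E cells minus that in NRK-49F cells was 1.76 for Myom1 (adjusted p = 0.0174) and -0.41 for Ncoa5 (adjusted p = 0.0140, edgeR's test of the difference).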

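Myom1 levels were 0.399 ± 0.245 FPM at pH 7.4 and 3.64 ± 1.40 FPM at pH 6.0 in NRK-52E cells (SD, n = 6 each), with single samples between 2.32 and 5.39 FPM at pH 6.0. In NRK-49F cells they were 0.363 ± 0.200 FPM at pH 7.4 (SD, n = 6) and 0.959 ± 0.390 FPM at pH 6.0 (SD, n = 5). The counts behind these levels ranged from 3 to 29 per sample at pH 7.4 and from 42 to 185 at pH 6.0 in NRK-52E cells. In NRK-49F cells they ranged from 3 to 17 and from 14 to 30. Within the sample groups, the difference in mean FPM was 4.31 and 2.17 in groups 1 and 3 of NRK-52E cells and 0.826 and 0.444 in groups 4 and 6 of NRK-49F cells. The difference in NRK-49F cells passed the threshold in the exact two-sided permutation test, which ignores the sample groups (p = 0.0108, adjusted p = 0.0216). Single samples overlapped there, with up to 0.644 FPM at pH 7.4 and down to 0.577 FPM at pH 6.0.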

As the abundance of myocyte-specific MYOM1 was very low (< 3 FPM) in four cell types, the general biological relevance of this acidosis response is most probably neglectable. Whether it is relevant for myocytes cannot be decided from our data. By contrast, the abundance of NCOA5, an ubiquitous transcription co-regulator, was substantial in all five cell types, indicating that the expression of this gene represents a general pH-sensor mechanism (Fig 4f).

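In the rat cells, Ncoa5 levels decreased from 59.3 ± 4.28 to 26.1 ± 4.29 FPM in NRK-52E cells (SD, n = 6 each). In NRK-49F cells they decreased from 48.7 ± 2.49 (SD, n = 6) to 28.4 ± 2.24 FPM (SD, n = 5). The lowest pH 7.4 sample had 52.5 FPM and the highest pH 6.0 sample 30.8 FPM in NRK-52E cells, against 44.4 and 31.6 FPM in NRK-49F cells. With no overlap in either cell line, the exact two-sided permutation test gave the smallest p that these sample numbers allow (adjusted p = 0.00618). Within the sample groups, the difference was -30.9 FPM in group 1 and -35.6 FPM in group 3 of NRK-52E cells, and -20.3 FPM in group 4 and -20.8 FPM in group 6 of NRK-49F cells.

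**Figure D2:**
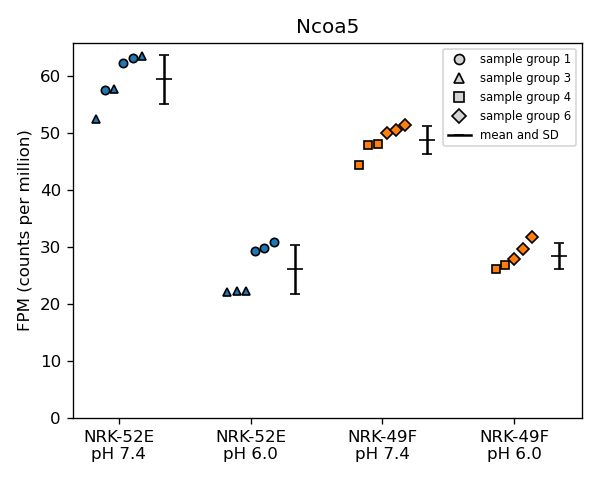
FPM of Ncoa5 in each sample of NRK-52E and NRK-49F cells at pH 7.4 and pH 6.0, with symbols for the sample groups and bars for the mean and SD. In both cell lines all pH 6.0 samples lie at or below 31.6 FPM and all pH 7.4 samples at or above 44.4 FPM.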

**Fig 5:**
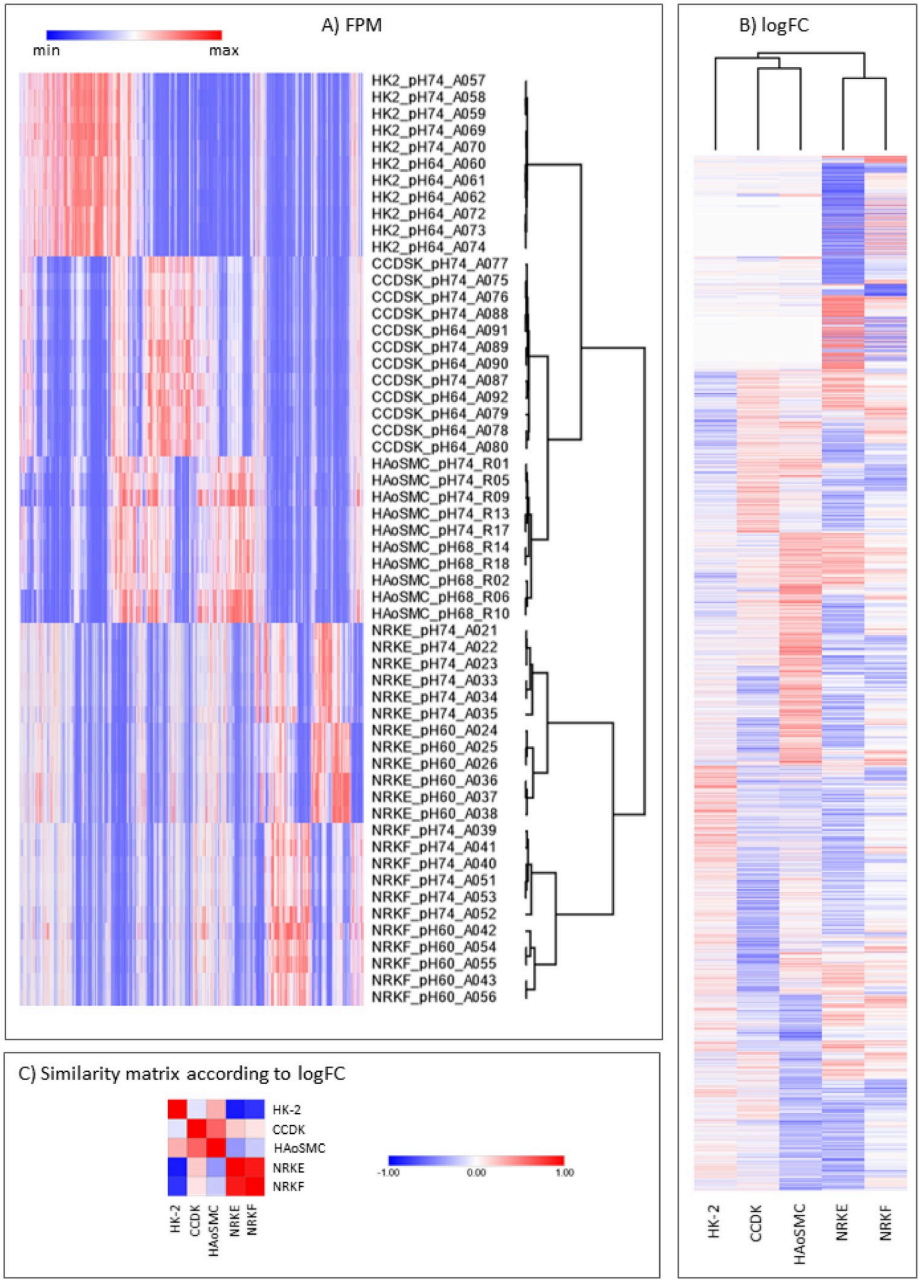
Acidosis induces organism- and cell type-specific gene expression patterns. The heatmaps show the FPM (a) and the normalized log2 fold changes (b, c) for all genes regulated in at least one cell type, with each row corresponding to one gene. The column clustering resulted in a species- and cell-specific clustering.

### Functional enrichment analysis by g:Profiler

We compared the five data sets for common enriched GO terms (S2 Table). Only 21 GO terms passed our significance thresholds for all datasets. The enrichment score of these GO terms was below 2.5, with the highest mean enrichment for GO term GO:0045859 (regulation of protein kinase activity). Thus, there seem to be no directlyacidosis-related GO terms strongly enriched by transcriptional regulation. Nevertheless, closer inspection of these 21 GO terms revealed that they refer to cellular phosphorus metabolism, protein phosphorylation and cytoskeleton organisation, biological processes known to be pH-sensitive.

### Comparative upstream analysis of the transcriptional changes

Fig 6a gives an overview of the “Upstream Regulator Analysis” output after filtering for predicted upstream regulators annotated as “transcription regulators”. The heatmap format gives the opportunity to visualize eventual regulation patterns throughout the datasets. It thus showed that no transcription regulator was predicted to be regulated identically in all cell types. But it also highlighted that they may be activated (or inhibited) in a species-specific manner, as several clusters of transcription regulators were specifically predicted for rat datasets. The hierarchical clustering supported this observation as human and rat datasets clustered separately. Additionally, the heatmap in Fig 6a featured upstream regulators predicted specifically for epithelial cell or fibroblasts datasets, independently of the species, therefore highlighting a putative cell type-specific gene expression regulation.

**Fig 6:**
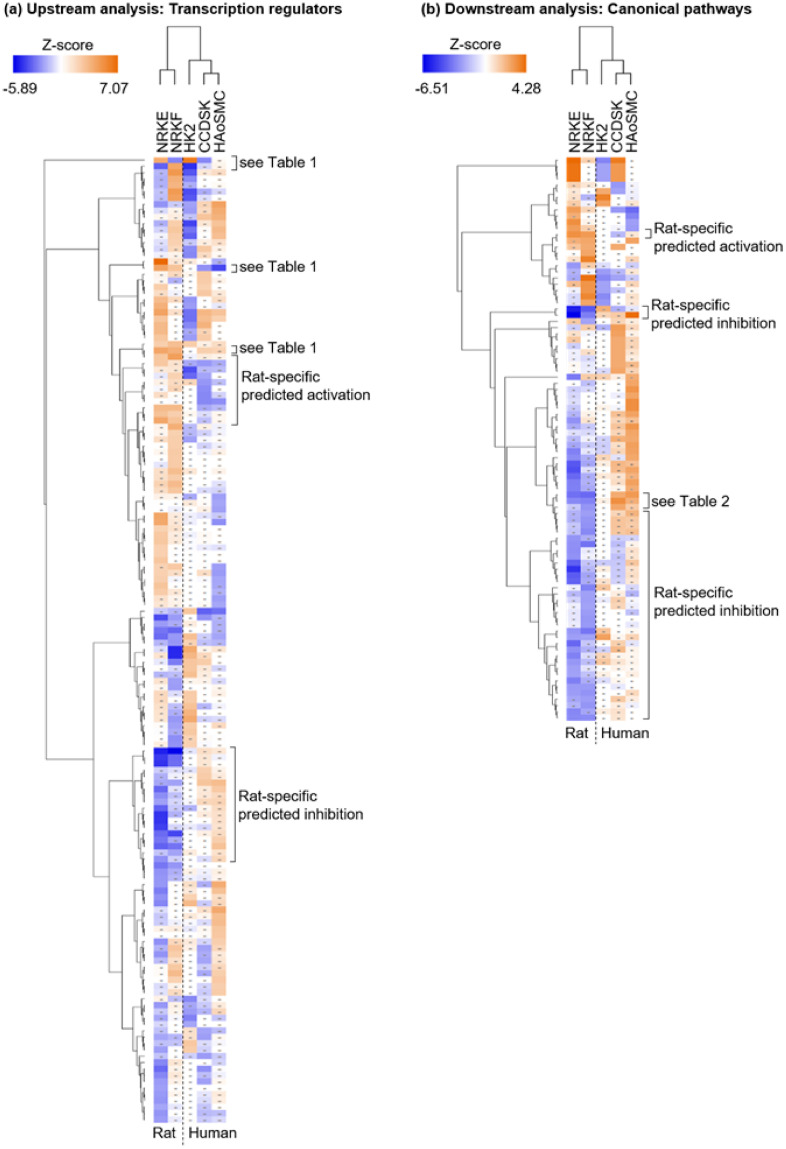
Upstream and downstream analyses for acidosis-induced gene expression regulation. The present heatmaps (generated by IPA) aim to give an overview of the results (detailed values are available in S3 Table). Each row corresponds to a transcriptional regulator (a) or to a canonical pathway (b) predicted as significantly activated/inhibited for at least one dataset. The colour scales are related to the calculated Z-scores (with a positive Z-score corresponding to a putative activation and a negative Z-score to a putative inhibition). A dot indicates that an upstream regulator or a canonical pathway did not reach the threshold |Z-score| ≥ 2 for the corresponding dataset. The hierarchical clustering used Euclidean distance metric.

Table 1 illustrates these different patterns by showing detailed values for four selected predicted upstream regulators, which all displayed high absolute Z-scores (all detailed values associated with Fig 6a are available in S3 Table). ATF4, a transcription factor, was predicted as activated for rat datasets but as inhibited for two out of three human datasets, showing therefore a species-specific pattern of potential regulation. 

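The Atf4 gene (ENSRNOG00000017801, chromosome 7) rose in NRK-52E cells from 688 ± 66.3 to 1146 ± 154 FPM (SD, n = 6 each), a log2 fold change of 0.74 (standard error 0.11, adjusted p = 4.32e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRK-49F cells it went from 277 ± 26.9 (SD, n = 6) to 339 ± 70.1 FPM (SD, n = 5), a log2 fold change of 0.30 that did not pass the threshold (standard error 0.12, adjusted p = 0.0594 in the edgeR test). Within the sample groups, the log2 fold change of Atf4 was 0.56 and 0.90 in NRK-52E cells. In NRK-49F cells it was 0.50 in sample group 4 (adjusted p = 0.0292 in the edgeR test) and 0.14 in sample group 6, where it did not pass the threshold. With all NRK-49F samples, the adjusted p was 0.0479 in DESeq2's test and 0.0477 in edgeR's likelihood ratio test. It was 0.0466 in the exact two-sided permutation test of FPM, so the call in NRK-49F cells depends on the test. The paper's S1 Table gives an adjusted p of 0.0483 by edgeR and 0.0549 by DESeq2. By the paper's rule of a call by both tools, Atf4 is therefore not called in NRK-49F cells.
IPA's own sets of target genes were not used here. Of 33 genes in a separate list of ATF4 targets, 31 were tested. Their mean log2 fold change was 0.74 in NRK-52E cells (adjusted p = 2.77e-08) and 0.39 in NRK-49F cells (adjusted p = 7.09e-05, limma's camera test on the edgeR object with adjustment over 16 tests of gene lists). In NRK-52E cells 22 targets were higher and 2 lower at pH 6.0 when adjusted over all genes, and 22 and 2 when adjusted over the list alone. In NRK-49F cells 13 were higher and 4 lower over all genes, and 14 and 4 over the list alone. Pycr1 rose most (ENSRNOG00000036682, log2 fold change 2.64) and Psat1 fell most (ENSRNOG00000013971, log2 fold change -0.79) in NRK-52E cells, while Atf3 rose most and Slc7a1 fell most (ENSRNOG00000000924, log2 fold change -0.49) in NRK-49F cells. The change of the list differed between the cell lines (adjusted p = 0.00146, camera test of the difference on the edgeR object). The lists were not compared within single sample groups, and with the sample group as a block in the model the mean was 0.72 in NRK-52E cells and 0.39 in NRK-49F cells. The alternative that moved the list most was the median in place of the mean, which gave 0.62 in NRK-52E cells and 0.21 in NRK-49F cells.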

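The deposited table lists the gene that a RefSeq table of a later rat assembly names Nupr1 under the older symbol Nupr1l1 (ENSRNOG00000050922, chromosome 1), annotated as a long non-coding RNA. Its levels were 0.680 ± 0.206 FPM at pH 7.4 and 0.507 ± 0.142 FPM at pH 6.0 in NRK-52E cells (SD, n = 6 each), with at most 27 counts in a sample. In NRK-49F cells they were 0.380 ± 0.217 FPM (SD, n = 6) and 0.446 ± 0.330 FPM (SD, n = 5). Neither difference passed the threshold (exact two-sided permutation test, p = 0.113 and 0.680, adjusted p = 0.141 and 0.680). Targets of NUPR1 were not analysed here.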

On the other hand, the transcriptional coactivator NUPR1 displayed a cell type-specific regulation, with a putative activation in epithelial cells but an inhibition in fibroblasts. Conversely, the transcription factor CEBPB is predicted to be inhibited in epithelial cells and activated in (rat) fibroblasts. 

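The Cebpb gene itself (ENSRNOG00000057347, chromosome 3) went from 178 ± 39.5 to 144 ± 23.6 FPM in NRK-52E cells (SD, n = 6 each), a log2 fold change of -0.31 that did not pass the threshold (standard error 0.16, adjusted p = 0.0961, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.083 within sample group 1 and -0.52 within sample group 3. At pH 7.4, replicate A035 lay far above the other samples at 258 FPM. In NRK-49F cells Cebpb rose from 144 ± 28.4 (SD, n = 6) to 209 ± 56.8 FPM (SD, n = 5), a log2 fold change of 0.53 (standard error 0.17, adjusted p = 0.0174 in the edgeR test). Within sample groups 4 and 6 the rise was 0.69 and 0.41 and passed the threshold in neither (adjusted p = 0.0515 and 0.220 in the edgeR test). The change in NRK-52E cells minus that in NRK-49F cells was -0.84 (adjusted p = 0.00491 in edgeR's test of the difference).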

Finally, the transcription factor NFE2L2, which has been suggested to play a role cell response to acidosis [13], is the only one putatively activated throughout four out of five the cell types. Thus, NFE2L2 may represent a more general principle regarding cellular responses to acidosis. 

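Nfe2l2 (ENSRNOG00000001548, chromosome 3) had 166 ± 7.39 FPM at pH 7.4 and 172 ± 9.90 FPM at pH 6.0 in NRK-52E cells (SD, n = 6 each). In NRK-49F cells it had 293 ± 10.7 FPM (SD, n = 6) and 281 ± 23.2 FPM (SD, n = 5). The log2 fold changes of 0.054 and -0.057 did not pass the threshold (adjusted p = 0.462 and 0.543, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 24 genes listed as NFE2L2 targets, 21 were tested, with a mean log2 fold change of 1.07 in NRK-52E cells (adjusted p = 9.98e-13) and 0.97 in NRK-49F cells (adjusted p = 3.69e-24, camera test on the edgeR object). In NRK-52E cells 14 were higher and 0 lower over all genes, and 17 and 0 over the list alone. In NRK-49F cells 18 were higher and 1 lower over all genes, and 18 and 1 over the list alone. Osgin1 (ENSRNOG00000014948, log2 fold change 2.81) rose most in NRK-52E cells and Tkt (ENSRNOG00000016064, log2 fold change 2.41) in NRK-49F cells, where Ephx1 fell most (ENSRNOG00000003515, log2 fold change -0.76). Hmox1 had the lowest log2 fold change in NRK-52E cells (ENSRNOG00000014117, log2 fold change -0.48, adjusted p = 0.172 in the edgeR test). It was lower within sample group 1 (-1.45, adjusted p = 8.60e-04) and not within sample group 3 (0.10, adjusted p = 0.787, the same edgeR test). A difference of the list between the cell lines was not shown (adjusted p = 0.299, camera test of the difference on the edgeR object).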

NUPR1, ATF4, NFE2L2 and CEBPB are well known transcriptional regulators that act in response to cell stress, mainly oxidative and endoplasmic reticulum stress, and regulate cell survival [34–38]. Thus, a general response to acidosis may be the induction of the integrated stress response, a cytoprotective pathway initiated in response to exposure to various environmental stimuli [39, 40], with ATF4 as central player [41].

**Table 1:** Selected predicted upstream regulators for acidosis-induced gene expression changes (from Fig 6a and S3 Table). IPA calculated the Z-scores (positive and negative Z-scores reflect predicted activation and inhibition, respectively) and p-values. “n/a” stands for undetermined Z-scores.

			Heatmap in Fig 6a				Further functional enrichment analysis	
Upstream Regulators			ATF4	CEBPB	NFE2L2	NUPR1	TGFB1	TP53
Human	HK2	Z-score	n/a	-4.68	n/a	5.81	1.81	3.77
		-log(BHpvalue)	-	18.50	-	14.15	9.53	18.61
	CCD1092Sk	Z-score	-2.46	-0.97	2.10	-2.70	-0.42	0.51
		-log(BHpvalue)	5.47	1.67	2.92	5.27	21.18	10.39
	HAoSMC	Z-score	-4.12	0.49	1.96	0.29	2.76	1.14
		-log(BHpvalue)	18.65	4.33	4.44	8.03	25.60	15.48
Rat	NRK-52E	Z-score	4.07	-3.54	3.93	3.74	-4.62	-0.83
		-log(BHpvalue)	9.09	9.39	12.46	24.67	30.63	59.61
	NRK-49F	Z-score	2.64	3.90	3.49	-2.78	-2.69	-4.86
		-log(BHpvalue)	9.02	10.10	4.47	19.01	28.14	48.81

We then considered all predicted upstream regulators belonging to the category “transcription regulators” and we filtered for those with adjusted p-values below 0.05 for each cell type. This resulted in a list of 32 predicted upstream regulators. However, these had Z-scores with non-coherent directionality and, in part, values well below 2 (S3 Table). Functional enrichment analysis by g:Profiler for this set of upstream regulators indicates an impact on processes related to cellular stress (“integrated stress response”), carcinogenesis and ageing (S4 Table), besides the expected RNA-polymerase II transcription process. In line with the IPA analysis above, the terms “TGF-beta signaling pathway” and “TP53 network” were also predicted (Table 1).

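The Tgfb1 gene (ENSRNOG00000020652, chromosome 1) fell in NRK-52E cells from 35.7 ± 8.04 to 13.1 ± 6.19 FPM (SD, n = 6 each), a log2 fold change of -1.43 (standard error 0.23, adjusted p = 8.49e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRK-49F cells its log2 fold change of 0.16 did not pass the threshold (adjusted p = 0.632 in the edgeR test), and the difference between the cell lines was -1.60 (adjusted p = 3.01e-04 in edgeR's test of the difference). Within sample groups 1 and 3 of NRK-52E cells, the log2 fold change of Tgfb1 was -1.04 and -2.11. Of 25 listed TGFB1 targets, 24 were tested. Their mean log2 fold change was -1.18 in NRK-52E cells (adjusted p = 0.00675) and -0.77 in NRK-49F cells (adjusted p = 4.77e-08, camera test on the edgeR object). Over all genes, 18 targets were lower and 0 higher in NRK-52E cells, and 12 lower and 1 higher in NRK-49F cells. Over the list alone, 19 were lower and 0 higher in NRK-52E cells, and 14 lower and 2 higher in NRK-49F cells. Col1a2 had the largest fall in NRK-52E cells (ENSRNOG00000011292, log2 fold change -5.17), where its counts at pH 7.4 came mainly from replicates A021, A022 and A033, the samples with the most signal from NRK-49F cells. With that signal subtracted, the mean of the list in NRK-52E cells was -0.75 (adjusted p = 0.0406, camera test on the edgeR object). Ccn2 fell most in NRK-49F cells (ENSRNOG00000015036, log2 fold change -3.04). A difference of the list between the cell lines was not shown (adjusted p = 0.726, camera test of the difference on the edgeR object).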

Applying the same process without restriction of the predicted upstream regulators to the category “transcription regulators”, 83 upstream regulators (S3 Table) were identified. Functional enrichment analysis by g:Profiler with this set of regulators yielded similar results, i.e. impact on processes related to cell stress, carcinogenesis and ageing. In addition, an impact on ErbB signalling pathways is predicted that overlap with processes related to carcinogenesis.

### Comparative downstream analysis of the transcriptional changes

While the “Upstream Regulator Analysis” predicted potential regulators responsible of the acidosis-regulated genes, the “Canonical Pathways” analysis predicted pathways putatively affected by the observed gene expression changes. An overview of the results is also available as heatmap (Fig 6b, detailed values available in S3 Table) and bubble charts (S2 Fig). No pathway was predicted as identically regulated in all cell types. However, a clear species-specific effect was visible, as pathways appeared putatively activated or inhibited in only one organism (Fig 6b), or even predicted in the opposite direction in the two organisms (Table 2). Furthermore, there was a predominance of metabolic pathways in human cells as compared to signalling pathways in rat cells (S2 Fig) that might result from a more robust wiring of metabolism in rats.

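For integrin and paxillin signalling, a list of 40 genes was used in place of IPA's pathway members, and 39 were tested in the rat cells. The mean log2 fold change was -0.62 in NRK-52E cells, which did not pass the threshold (adjusted p = 0.0595), and -0.23 in NRK-49F cells (adjusted p = 0.00279, camera test on the edgeR object). In NRK-52E cells 23 genes were lower and 6 higher over all genes, and 23 and 7 over the list alone. In NRK-49F cells 15 were lower and 5 higher over all genes, and 18 and 5 over the list alone. In NRK-49F cells Itga2 rose most (ENSRNOG00000058111, log2 fold change 1.31) and Itga11 fell most (ENSRNOG00000006723, log2 fold change -1.75). Git1 rose most in NRK-52E cells (ENSRNOG00000061270, log2 fold change 0.32). Itgb3 (ENSRNOG00000048449), the gene with the lowest estimate there, had at most 5 counts in any NRK-52E sample. It was called lower (adjusted p = 0.0260, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not with the estimated signal of NRK-49F cells subtracted (adjusted p = 0.0679 in the edgeR test). The list in NRK-52E cells passed the threshold with the sample group as a block (-0.64, adjusted p = 0.0404, camera test on the edgeR object). It also did with limma's fry test in place of camera (adjusted p = 1.28e-05). Fry tests whether a list changed at all, and camera whether it changed more than the other genes. With 61.2% of the tested genes regulated in NRK-52E cells, passing fry does not show a change specific to this list. A difference between the cell lines was not shown (adjusted p = 0.731, camera test of the difference on the edgeR object).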

**Table 2:** Selected predicted canonical pathways for acidosis-induced gene expression changes (from Fig 6b). IPA calculated the Z-scores (positive and negative Z-scores reflect predicted activation and inhibition, respectively) and p-values. “n/a” stands for undetermined Z-scores.

Canonical pathway			Integrin signaling	Paxillin Signaling
Human	HK2	Z-score	n/a	n/a
		-log(BHpvalue)	-	-
	CCD1092Sk	Z-score	2.00	2.11
		-log(BHpvalue)	2.75	4.04
	HAoSMC	Z-score	2.40	1.27
		-log(BHpvalue)	1.05	1.35
Rat	NRK-52E	Z-score	-3.07	-1.21
		-log(BHpvalue)	6.08	4.13
	NRK-49F	Z-score	-3.22	-2.27
		-log(BHpvalue)	3.75	3.51

## Discussion

Extracellular pH is an important parameter with influence on cell function and fate. Microenvironmental acidosis accompanies different pathological situations, including tumours, inflammation, hypoxia, ischemia and fibrosis. Research focussed mainly on acidification of the tumour micromilieu e and the possible consequences on proliferation, migration and drug resistance. Hereby, the impact of extracellular acidosis on the transcriptome of tumour cells has been investigated [42–44]. Much less is known regarding the impact of local acidosis on the transcriptome of non-tumour cells, which can be exposed to these conditions during inflammation, hypoxia, ischemia, fibrosis or metabolic derailment.

In the present study, we investigated the impact of metabolic acidosis on the transcriptome, within the cell type-individual resilience range, on five non-tumour cell types of human and rat origin. As our data show, there was no universal “acidosis-transcriptome”, i.e. a strong uniform pattern of transcriptional changes observed in all five cell types with their individual acidosis resilience range. We could identify only four genes whose expression was sensitive to acidosis in all cell types. Out of these four genes, only two responded concordantly.

The relevance of these two “acidosis” genes is most probably different. MYOM1 is a myocyte specific protein and could be involved in myocyte responses to prolonged local acidosis, e.g. during ischemia or inflammation. However, we could detect reasonable expression levels (> 5 FPM) only in CCD1092Sk cells. Therefore, MYOM1 cannot be considered a prominent acidosis response gene. By contrast, nuclear receptor coactivator 5 (NCOA5) is an ubiquitous protein and is expressed as well as downregulated in all five investigated cell types. NCOA5 acts as regulator of the transcriptional activity of e.g. the nuclear estrogen receptors alpha and beta, and the retinoic acid-related orphan receptor-alpha [30, 45–47]. Thus, NCOA5 could be a general transducer of acidic stress to the transcription regulation machinery. Reduced expression of NCOA5 has been associated with carcinogenesis, glucose intolerance (T2D), stem cell function as well as proinflammatory and profibrotic alterations of the micromilieu [30, 48, 49]. Thus, it is conceivable that acidosis-induced downregulation of NCOA5 contributes to the pathological alterations during local extracellular acidosis.

Because the number of affected genes in the five cell types did not correlate with the degree of acidosis, we exclude the possibility that the differences result from different pH-values (which were all at the lower edge of the resilience range). The number of affected genes in NRK-52E cells differs substantially from the one in NRK-49F cells, and the number in HAoSMC from the ones in HK-2 and CCD1092Sk cells. Rather, the results of our quantitative analysis support the hypothesis that there is no uniform acidosis-transcriptome but that the responses to acidotic stress are species- and cell type-specific, in quantitative and qualitative terms. This knowledge regarding species specificity is of relevance for translation efforts of data from animal studies to humans and vice versa. With respect to acidosis stress in non-tumour cells, transferability seems unfortunately to be limited.

The qualitative assessments of acidosis-induced transcriptome changes made by functional enrichment analysis (g:Profiler) and upstream analysis (IPA) confirm the strong impact of cell type and species on the acidosis responses. NUPR1, ATF4, NFE2L2 and CEBPB are part of the prominent potential acidosis-effect regulators we identified. They are all well-known transcriptional regulators that act in response to cell stress, mainly oxidative and endoplasmic reticulum stress, and regulate cell survival by a mechanism called integrated stress response [34–38]. Thus, a general response to acidosis may be the modulation of this integrated stress response, a cytoprotective pathway initiated in response to exposure to various environmental stimuli [39, 40], with ATF4 as central player [41]. The core event in this pathway is the phosphorylation of the eukaryotic translation initiation factor 2 alpha, eIF2α, which can lead to a decrease in global protein synthesis and the induction of certain genes, including the transcription factor ATF4. The induced transcriptome optimizes the response to stress as a function of the cellular context as well as the nature and intensity of the stress. Furthermore, the TGF-beta signalling and TP53 networks are predicted for all cell types with high adjusted p-values, although Z-scores varied. By contrast, NFE2L2 was regulated significantly and concordant in four cells types. The NFE2L2 signaling network acts cytoprotectively in a variety of stress situations and prevents damage from enhanced reactive oxygen formation. For example, NFE2L2 prevents damage progression after ischemia/reperfusion due to the upregulation of genes that regulate redox balance and the supply of NADPH and other cellular fuels [50–53]. Furthermore, it has been shown to be acidosis-responsive [13]. NFE2L2 regulates genes that coordinate homeostatic processes to prevent tissue damage, including protective enzymes such as peroxidases, reductases and transferases [54]. Taken together, these analysis results indicate that there possibly exists a small general set of acidosis-responsive cellular networks.

Although we have performed a comprehensive and in-depth analysis in five cells types from human and rat, comprising epithelial and mesenchymal cells, it still represents a bioinformatic-derived, hypothesis-generating prediction. However, due to the large amount of data included, it is a prediction with high evidence and therefore represents a robust basis for the development of advanced working hypotheses. The next step will be the functional and biological validation of the acidosis-responsive cellular networks, in parallel to the biochemical assessment of NCOA5.

In summary, we provide strong evidences for a predominant cell type- and species-specific acidosis response. Nevertheless, we still identified the integrated stress response (ISR), TGF-beta signalling, NFE2L2 and TP53 as four general acidosis-responsive cellular networks. In addition, the regulator of the transcriptional activity, NCOA5, is a promising candidate for a general acidosis-responsive gene. Future studies will have to extend our bioinformatics analysis to cell biological validation experiments, to test the refined working hypothesis.

## Supporting information

S1 File Comprehensive summary of the results obtained by Ingenuity Pathway Analysis (IPA) for all cell types. (PDF) Click here for additional data file.

S1 Fig Graphical summaries of the results obtained by Ingenuity Pathway Analysis (IPA) for all cell types. (PDF) Click here for additional data file.

S2 Fig Graphical presentation of the canonical pathway analysis for all cell types. (PDF) Click here for additional data file.

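S1 Table gives log2 fold changes and adjusted p-values of DESeq2 and of edgeR for each gene and cell type, and states which genes were called by both. The part of it used here holds 1016 of the genes tested in the rat cells. Over these genes, the edgeR log2 fold changes computed from the deposited counts differed from the paper's by at most 0.23 in NRK-52E cells and 0.11 in NRK-49F cells. For DESeq2 the largest differences were 0.00256 and 0.00851. The paper's calls among them number 624 in NRK-52E cells and 324 in NRK-49F cells, of which 614 and 309 were also called by edgeR's quasi-likelihood test. That test called 25 and 7 genes that the paper does not. With edgeR's likelihood ratio test in its place, and calls by both tools, 1007 genes in NRK-52E cells and 1011 in NRK-49F cells had the same call as in S1 Table.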

S1 Table Master file of RNASeq data for all cell types. (XLSX) Click here for additional data file.

S2 Table gProfiler_multiquery analysis of differentially expressed genes. (XLSX) Click here for additional data file.

S3 Table Upstream regulator and canonical pathway analysis of differentially expressed genes by IPA. (XLSX) Click here for additional data file.

S4 Table gProfiler_analysis predicted upstream regulators by IPA. (XLSX) Click here for additional data file.

# Supplementary material for: Hypothesis-generating analysis of the impact of non-damaging metabolic acidosis on the transcriptome of different cell types: Integrated stress response (ISR) modulation as general transcriptomic reaction to non-respiratory acidic stress?
**Source:** PLoS One. 2023 Aug 25;18(8):e0290373. doi: 10.1371/journal.pone.0290373
**Supplement:** S1 File

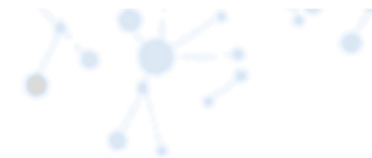

Analysis Name: SA1A - Monoculture - HK2 (with homologs) - 2023-02-16 10:59 vorm.

Analysis Creation Date: 2023-02-16

Build version: exported

Content version: 84978992 (Release Date: 2022-11-27)

### Experiment Metadata

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only molecules and/or relationships where

(species = Uncategorized OR Human OR Mouse OR Rat) AND

(confidence = Experimentally Observed) AND

(tissues/cell lines = Other Dendritic cells OR Corpus Callosum OR Pancreas OR Other Melanoma Cell Lines OR Other Cell Line OR

Hematopoietic progenitor cells OR Murine NKT cells OR SN12C OR U251 OR Central memory helper T cells OR Stromal cells OR White Matter

OR Neutrophils OR Placenta OR Other Lymphoma Cell Lines OR Cornea OR NCI-H23 OR Other Smooth muscle cells OR Cos-7 cells OR SF-

268 OR CD34+ cells OR Th2 cells OR Vd2 Gamma-delta T cells OR Memory T lymphocytes not otherwise specified OR Chondrocytes OR Skeletal Muscle OR Striatum OR HT29 OR Central memory cytotoxic T cells OR Trigeminal Ganglion OR J-774A.1 OR A549-ATCC OR Nucleus Accumbens OR Plasma cells OR A375 OR Granule cells OR SK-MEL-2 OR HepG2 OR Forestomach OR Amygdala OR Cardiomyocytes OR Granulocytes not otherwise specified OR SF-295 OR CD56dim NK cells OR Spleen OR RBL-2H3 OR CAKI-1 OR MCF7 OR Activated helper T cells OR Granulosa cells OR Activated Vd1 Gamma-delta T cells OR T lymphocytes not otherwise specified OR Colon Cancer Cell Lines not otherwise specified OR Other Breast Cancer Cell Lines OR Brainstem OR Cells not otherwise specified OR Peripheral blood monocytes OR Other Monocyte-derived dendritic cells OR NB4 OR Medulla Oblongata OR WEHI-231 OR Cytotoxic T cells OR BT-549 OR Lymphoma Cell Lines not otherwise specified OR Beta islet cells OR NCI-H332M OR Other Colon Cancer Cell Lines OR Other Neuroblastoma Cell Lines OR Other Stem cells OR Caudate Nucleus OR Melanocytes OR Other Cells OR Other Ovarian Cancer Cell Lines OR Monocyte-derived dendritic cells not otherwise specified OR Other Organ Systems OR Peripheral blood lymphocytes OR Other Hepatoma Cell Lines OR 3T3-L1 cells OR Other Bone marrow cells OR Fibroblasts OR HOP-92 OR Salivary Gland OR Large Intestine OR CNS Cell Lines not otherwise specified OR Bone marrow-derived macrophages OR Effector memory cytotoxic T cells OR Naive helper T cells OR UACC-62 OR OVCAR-8 OR OVCAR-4 OR MEF cells OR SK-MEL-5 OR Microvascular endothelial cells OR Other Prostate Cancer Cell Lines OR 786-0 OR Granule Cell Layer OR Lymphocytes not otherwise specified OR NCI-ADR-RES OR Dendritic cells not otherwise specified OR Stomach OR CD56bright NK cells OR Other Kidney cell lines OR Min6 OR Purkinje cells OR Activated CD56bright NK cells OR Brain OR Langerhans cells OR Mesenchymal stem cells OR Thalamus OR J774 OR Other CNS Cell Lines OR MDA-MB-468 OR UACC-257 OR Bone marrow cells not otherwise specified OR Other Nervous System OR MDA-MB-435 OR Jurkat OR RKO OR Macrophage Cancer Cell Lines not otherwise specified OR Cell Line not otherwise specified OR U266 OR Other Memory T lymphocytes OR Skin OR Monocyte-derived macrophage OR ACHN OR Other Granulocytes OR Melanoma Cell Lines not otherwise specified OR HCT-15 OR Pheochromocytoma cell lines not otherwise specified OR MOLT-4 OR RAW 264.7 OR Lung Cancer Cell Lines not otherwise specified OR SK-N-SH OR Other Pancreatic Cancer Cell Lines OR COLO205 OR Epithelial cells not otherwise specified OR Pro-B lymphocytes OR SK-OV-3 OR Testis OR Other Neurons OR RXF-393 OR Gray Matter OR Other NK cells OR BT-474 OR Olfactory Bulb OR Prostate Gland OR P19 OR Vd1 Gamma-delta T cells OR A2780 OR HS 578T OR Cortical neurons OR Other Osteosarcoma Cell Lines OR Megakaryocytes OR Memory B cells OR Kidney OR Trachea OR U937 OR Breast Cancer Cell Lines not otherwise specified OR LOX IMVI OR RPMI-8266 OR Natural T-regulatory cells OR MG-63 OR Th17 cells OR Oocytes OR Esophagus OR Other Endothelial cells OR TK-10 OR Monocytes not otherwise specified OR 293 cells OR SNB-75 OR Caco2 cells OR EKVX OR Other Lymphocytes OR Peritoneal macrophages OR Calvaria OR Other Immune cell lines OR Other Macrophage Cancer Cell Lines OR Hep3B OR Cervical cancer cell line not otherwise specified OR Prostate Cancer Cell Lines not otherwise specified OR T47-D OR Mammary Gland OR CD4+ T-lymphocytes OR Cerebellum OR Leukemia Cell Lines not otherwise specified OR CCRF-CEM OR KM-12 OR BDCA-1+ dendritic cells OR Hepatoma Cell Lines not otherwise specified OR Other Peripheral blood leukocytes OR U87MG OR Sciatic Nerve OR Other Macrophages

OR Immune cell lines not otherwise specified OR LNCaP cells OR MDA-MB-231 OR HeLa OR HMC-1 OR UO-31 OR Crypt OR Activated Vd2 Gamma-delta T cells OR Naive B cells OR Parietal Lobe OR Dermis OR Thyroid Gland OR Other Pheochromocytoma cell lines OR NIH/3T3 cells OR Other T lymphocytes OR Cartilage Tissue OR Other Kidney Cancer Cell Lines OR PBMCs OR Adrenal Gland OR Effector memory RA+ cytotoxic T cells OR Heart OR Smooth Muscle OR Liver OR Osteoblasts OR Bladder OR Epidermis OR Mast cells OR Small Intestine OR Osteosarcoma Cell Lines not otherwise specified OR A498 OR Other Monocytes OR Peripheral blood leukocytes not otherwise specified OR Pituitary Gland OR Blood platelets OR THP-1 OR Macrophages not otherwise specified OR Myeloid dendritic cells OR Dorsal Root Ganglion OR HCC-2998 OR Adipose OR Cerebral Ventricles OR Pyramidal neurons OR NCI-H226 OR U2OS OR Myeloma Cell Lines not otherwise specified OR Substantia Nigra OR Cerebral Cortex OR Other Myeloma Cell Lines OR M14 OR Thymus OR DU-145 OR HL-60 OR Astrocytes OR B lymphocytes not otherwise specified OR Uterus OR PC-12 cells OR Vascular smooth muscle cells OR Th1 cells OR HuH7 OR Microglia OR Choroid Plexus OR Other Immune cells OR Spinal Cord OR Mature monocyte-derived dendritic cells OR Fibroblast cell lines not otherwise specified OR HCT-116 OR NT2/D1 OR Intraepithelial T lymphocytes OR Lung OR NCI-H522 OR PANC-1 OR Tissues and Primary Cells not otherwise specified OR Other Mononuclear leukocytes OR SW-480 OR BDCA-3+ dendritic cells OR Smooth muscle cells not otherwise specified OR SK-MEL-28 OR BA/F3 OR Ovarian Cancer Cell Lines not otherwise specified OR Other Epithelial cells OR Putamen OR Neurons not otherwise specified OR Effector T cells OR Other Tissues and Primary Cells OR Neuroblastoma Cell Lines not otherwise specified OR Pancreatic Cancer Cell Lines not otherwise specified OR MDA-MB-361 OR SR OR Bone marrow-derived dendritic cells OR Lens OR MALME-3M OR HOP-62 OR HEL OR Activated CD56dim NK cells OR Nervous System not otherwise specified OR Plasmacytoid dendritic cells OR Swiss 3T3 cells OR Endothelial cells not otherwise specified OR Hepatocytes OR Ventricular Zone OR PC-3 OR Immature monocyte-derived dendritic cells OR Immune cells not otherwise specified OR Retina OR Mononuclear leukocytes not otherwise specified OR Organ Systems not otherwise specified OR Other Lung Cancer Cell Lines OR Subventricular Zone OR H460 OR K-562 OR INS-1 OR Kidney cell lines not otherwise specified OR Hippocampus OR Teratocarcinoma Cell Lines not otherwise specified OR Sertoli cells OR Kidney Cancer Cell Lines not otherwise specified OR Effector memory helper T cells OR SF-539 OR Adipocytes OR MDA-N OR Eosinophils OR NK cells not otherwise specified OR Splenocytes OR OVCAR-3 OR SW-620 OR Ovary OR Embryonic stem cells OR HUVEC cells OR OVCAR-5 OR Hypothalamus OR Stem cells not otherwise specified OR Other Leukemia Cell Lines OR Other Teratocarcinoma Cell Lines OR Thymocytes OR Other Cervical cancer cell line OR Keratinocytes OR Pre-B lymphocytes OR Other B lymphocytes OR Other Fibroblast cell lines OR Lymph node OR IGROV1) AND (mol. types = biologic drug OR canonical pathway OR chemical - endogenous mammalian OR chemical - endogenous non-mammalian OR chemical - kinase inhibitor OR chemical - other OR chemical - protease inhibitor OR chemical drug OR chemical reagent OR chemical toxicant OR complex OR cytokine OR disease OR enzyme OR function OR fusion gene/product OR G-protein coupled receptor OR group OR growth factor OR ion channel OR kinase OR ligand-dependent nuclear receptor OR mature microRNA OR microRNA OR other OR peptidase OR phosphatase OR transcription regulator OR translation regulator OR transmembrane receptor OR transporter) AND

(data sources = An Open Access Database of Genome-wide Association Results OR BIND OR BioGRID OR Catalogue Of Somatic Mutations In Cancer (COSMIC) OR Chemical Carcinogenesis Research Information System (CCRIS) OR Clinical Genome Resource (ClinGen) OR ClinicalTrials.gov OR ClinVar OR Cognia OR DIP OR DrugBank OR Gene Ontology (GO) OR GVK Biosciences OR Hazardous Substances Data Bank (HSDB) OR HumanCyc OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR IntAct OR Interactome studies OR MIPS OR miRBase OR miRecords OR Mouse Genome Database (MGD) OR Obesity Gene Map Database OR Online Mendelian Inheritance in Man (OMIM) OR TarBase OR TargetScan Human OR TargetScan Mouse)

### Top Canonical Pathways

### Top Upstream Regulators

#### Upstream Regulators

## Causal Network

## Top Diseases and Bio Functions

### Diseases and Disorders

**Molecular and Cellular Functions**

**Physiological System Development and Function**

**Top Tox Functions****Assays: Clinical Chemistry and Hematology**

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

### Top Regulator Effect Networks

### Top Networks

## Top Tox Lists

Top My Lists

Top My Pathways

Top Analysis-Ready Molecules

Expr Log Ratio

Expr Log Ratio

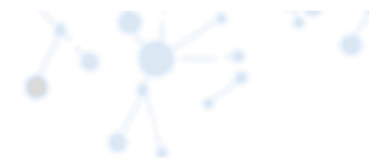

Analysis Name: SA1A - Monoculture - CCDSK (with homologs) - 2023-02-16 11:16 vorm.

Analysis Creation Date: 2023-02-16

Build version: exported

Content version: 84978992 (Release Date: 2022-11-27)

### Experiment Metadata

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only molecules and/or relationships where

(species = Uncategorized OR Human OR Mouse OR Rat) AND

(confidence = Experimentally Observed) AND

(tissues/cell lines = Other Dendritic cells OR Corpus Callosum OR Pancreas OR Other Melanoma Cell Lines OR Other Cell Line OR

Hematopoietic progenitor cells OR Murine NKT cells OR SN12C OR U251 OR Central memory helper T cells OR Stromal cells OR White Matter

OR Neutrophils OR Placenta OR Other Lymphoma Cell Lines OR Cornea OR NCI-H23 OR Other Smooth muscle cells OR Cos-7 cells OR SF-

268 OR CD34+ cells OR Th2 cells OR Vd2 Gamma-delta T cells OR Memory T lymphocytes not otherwise specified OR Chondrocytes OR Skeletal Muscle OR Striatum OR HT29 OR Central memory cytotoxic T cells OR Trigeminal Ganglion OR J-774A.1 OR A549-ATCC OR Nucleus Accumbens OR Plasma cells OR A375 OR Granule cells OR SK-MEL-2 OR HepG2 OR Forestomach OR Amygdala OR Cardiomyocytes OR Granulocytes not otherwise specified OR SF-295 OR CD56dim NK cells OR Spleen OR RBL-2H3 OR CAKI-1 OR MCF7 OR Activated helper T cells OR Granulosa cells OR Activated Vd1 Gamma-delta T cells OR T lymphocytes not otherwise specified OR Colon Cancer Cell Lines not otherwise specified OR Other Breast Cancer Cell Lines OR Brainstem OR Cells not otherwise specified OR Peripheral blood monocytes OR Other Monocyte-derived dendritic cells OR NB4 OR Medulla Oblongata OR WEHI-231 OR Cytotoxic T cells OR BT-549 OR Lymphoma Cell Lines not otherwise specified OR Beta islet cells OR NCI-H332M OR Other Colon Cancer Cell Lines OR Other Neuroblastoma Cell Lines OR Other Stem cells OR Caudate Nucleus OR Melanocytes OR Other Cells OR Other Ovarian Cancer Cell Lines OR Monocyte-derived dendritic cells not otherwise specified OR Other Organ Systems OR Peripheral blood lymphocytes OR Other Hepatoma Cell Lines OR 3T3-L1 cells OR Other Bone marrow cells OR Fibroblasts OR HOP-92 OR Salivary Gland OR Large Intestine OR CNS Cell Lines not otherwise specified OR Bone marrow-derived macrophages OR Effector memory cytotoxic T cells OR Naive helper T cells OR UACC-62 OR OVCAR-8 OR OVCAR-4 OR MEF cells OR SK-MEL-5 OR Microvascular endothelial cells OR Other Prostate Cancer Cell Lines OR 786-0 OR Granule Cell Layer OR Lymphocytes not otherwise specified OR NCI-ADR-RES OR Dendritic cells not otherwise specified OR Stomach OR CD56bright NK cells OR Other Kidney cell lines OR Min6 OR Purkinje cells OR Activated CD56bright NK cells OR Brain OR Langerhans cells OR Mesenchymal stem cells OR Thalamus OR J774 OR Other CNS Cell Lines OR MDA-MB-468 OR UACC-257 OR Bone marrow cells not otherwise specified OR Other Nervous System OR MDA-MB-435 OR Jurkat OR RKO OR Macrophage Cancer Cell Lines not otherwise specified OR Cell Line not otherwise specified OR U266 OR Other Memory T lymphocytes OR Skin OR Monocyte-derived macrophage OR ACHN OR Other Granulocytes OR Melanoma Cell Lines not otherwise specified OR HCT-15 OR Pheochromocytoma cell lines not otherwise specified OR MOLT-4 OR RAW 264.7 OR Lung Cancer Cell Lines not otherwise specified OR SK-N-SH OR Other Pancreatic Cancer Cell Lines OR COLO205 OR Epithelial cells not otherwise specified OR Pro-B lymphocytes OR SK-OV-3 OR Testis OR Other Neurons OR RXF-393 OR Gray Matter OR Other NK cells OR BT-474 OR Olfactory Bulb OR Prostate Gland OR P19 OR Vd1 Gamma-delta T cells OR A2780 OR HS 578T OR Cortical neurons OR Other Osteosarcoma Cell Lines OR Megakaryocytes OR Memory B cells OR Kidney OR Trachea OR U937 OR Breast Cancer Cell Lines not otherwise specified OR LOX IMVI OR RPMI-8266 OR Natural T-regulatory cells OR MG-63 OR Th17 cells OR Oocytes OR Esophagus OR Other Endothelial cells OR TK-10 OR Monocytes not otherwise specified OR 293 cells OR SNB-75 OR Caco2 cells OR EKVX OR Other Lymphocytes OR Peritoneal macrophages OR Calvaria OR Other Immune cell lines OR Other Macrophage Cancer Cell Lines OR Hep3B OR Cervical cancer cell line not otherwise specified OR Prostate Cancer Cell Lines not otherwise specified OR T47-D OR Mammary Gland OR CD4+ T-lymphocytes OR Cerebellum OR Leukemia Cell Lines not otherwise specified OR CCRF-CEM OR KM-12 OR BDCA-1+ dendritic cells OR Hepatoma Cell Lines not otherwise specified OR Other Peripheral blood leukocytes OR U87MG OR Sciatic Nerve OR Other Macrophages

OR Immune cell lines not otherwise specified OR LNCaP cells OR MDA-MB-231 OR HeLa OR HMC-1 OR UO-31 OR Crypt OR Activated Vd2 Gamma-delta T cells OR Naive B cells OR Parietal Lobe OR Dermis OR Thyroid Gland OR Other Pheochromocytoma cell lines OR NIH/3T3 cells OR Other T lymphocytes OR Cartilage Tissue OR Other Kidney Cancer Cell Lines OR PBMCs OR Adrenal Gland OR Effector memory RA+ cytotoxic T cells OR Heart OR Smooth Muscle OR Liver OR Osteoblasts OR Bladder OR Epidermis OR Mast cells OR Small Intestine OR Osteosarcoma Cell Lines not otherwise specified OR A498 OR Other Monocytes OR Peripheral blood leukocytes not otherwise specified OR Pituitary Gland OR Blood platelets OR THP-1 OR Macrophages not otherwise specified OR Myeloid dendritic cells OR Dorsal Root Ganglion OR HCC-2998 OR Adipose OR Cerebral Ventricles OR Pyramidal neurons OR NCI-H226 OR U2OS OR Myeloma Cell Lines not otherwise specified OR Substantia Nigra OR Cerebral Cortex OR Other Myeloma Cell Lines OR M14 OR Thymus OR DU-145 OR HL-60 OR Astrocytes OR B lymphocytes not otherwise specified OR Uterus OR PC-12 cells OR Vascular smooth muscle cells OR Th1 cells OR HuH7 OR Microglia OR Choroid Plexus OR Other Immune cells OR Spinal Cord OR Mature monocyte-derived dendritic cells OR Fibroblast cell lines not otherwise specified OR HCT-116 OR NT2/D1 OR Intraepithelial T lymphocytes OR Lung OR NCI-H522 OR PANC-1 OR Tissues and Primary Cells not otherwise specified OR Other Mononuclear leukocytes OR SW-480 OR BDCA-3+ dendritic cells OR Smooth muscle cells not otherwise specified OR SK-MEL-28 OR BA/F3 OR Ovarian Cancer Cell Lines not otherwise specified OR Other Epithelial cells OR Putamen OR Neurons not otherwise specified OR Effector T cells OR Other Tissues and Primary Cells OR Neuroblastoma Cell Lines not otherwise specified OR Pancreatic Cancer Cell Lines not otherwise specified OR MDA-MB-361 OR SR OR Bone marrow-derived dendritic cells OR Lens OR MALME-3M OR HOP-62 OR HEL OR Activated CD56dim NK cells OR Nervous System not otherwise specified OR Plasmacytoid dendritic cells OR Swiss 3T3 cells OR Endothelial cells not otherwise specified OR Hepatocytes OR Ventricular Zone OR PC-3 OR Immature monocyte-derived dendritic cells OR Immune cells not otherwise specified OR Retina OR Mononuclear leukocytes not otherwise specified OR Organ Systems not otherwise specified OR Other Lung Cancer Cell Lines OR Subventricular Zone OR H460 OR K-562 OR INS-1 OR Kidney cell lines not otherwise specified OR Hippocampus OR Teratocarcinoma Cell Lines not otherwise specified OR Sertoli cells OR Kidney Cancer Cell Lines not otherwise specified OR Effector memory helper T cells OR SF-539 OR Adipocytes OR MDA-N OR Eosinophils OR NK cells not otherwise specified OR Splenocytes OR OVCAR-3 OR SW-620 OR Ovary OR Embryonic stem cells OR HUVEC cells OR OVCAR-5 OR Hypothalamus OR Stem cells not otherwise specified OR Other Leukemia Cell Lines OR Other Teratocarcinoma Cell Lines OR Thymocytes OR Other Cervical cancer cell line OR Keratinocytes OR Pre-B lymphocytes OR Other B lymphocytes OR Other Fibroblast cell lines OR Lymph node OR IGROV1) AND (mol. types = biologic drug OR canonical pathway OR chemical - endogenous mammalian OR chemical - endogenous non-mammalian OR chemical - kinase inhibitor OR chemical - other OR chemical - protease inhibitor OR chemical drug OR chemical reagent OR chemical toxicant OR complex OR cytokine OR disease OR enzyme OR function OR fusion gene/product OR G-protein coupled receptor OR group OR growth factor OR ion channel OR kinase OR ligand-dependent nuclear receptor OR mature microRNA OR microRNA OR other OR peptidase OR phosphatase OR transcription regulator OR translation regulator OR transmembrane receptor OR transporter) AND

(data sources = An Open Access Database of Genome-wide Association Results OR BIND OR BioGRID OR Catalogue Of Somatic Mutations In Cancer (COSMIC) OR Chemical Carcinogenesis Research Information System (CCRIS) OR Clinical Genome Resource (ClinGen) OR ClinicalTrials.gov OR ClinVar OR Cognia OR DIP OR DrugBank OR Gene Ontology (GO) OR GVK Biosciences OR Hazardous Substances Data Bank (HSDB) OR HumanCyc OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR IntAct OR Interactome studies OR MIPS OR miRBase OR miRecords OR Mouse Genome Database (MGD) OR Obesity Gene Map Database OR Online Mendelian Inheritance in Man (OMIM) OR TarBase OR TargetScan Human OR TargetScan Mouse)

### Top Canonical Pathways

### Top Upstream Regulators

#### Upstream Regulators

TNF

1,28E-17

Causal Network

Top Diseases and Bio Functions

Diseases and Disorders

Molecular and Cellular Functions

### Physiological System Development and Function

### Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

### Top Regulator Effect Networks

### Top Networks

## Top Tox Lists

Top My Lists

Top My Pathways

Top Analysis-Ready Molecules

Expr Log Ratio

Expr Log Ratio

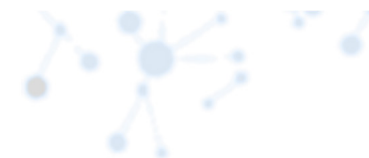

Analysis Name: SA1A - Monoculture - HAoSMC (with homologs) - 2023-02-16 11:17 vorm.

Analysis Creation Date: 2023-02-16

Build version: exported

Content version: 84978992 (Release Date: 2022-11-27)

### Experiment Metadata

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only molecules and/or relationships where

(species = Uncategorized OR Human OR Mouse OR Rat) AND

(confidence = Experimentally Observed) AND

(tissues/cell lines = Other Dendritic cells OR Corpus Callosum OR Pancreas OR Other Melanoma Cell Lines OR Other Cell Line OR

Hematopoietic progenitor cells OR Murine NKT cells OR SN12C OR U251 OR Central memory helper T cells OR Stromal cells OR White Matter

OR Neutrophils OR Placenta OR Other Lymphoma Cell Lines OR Cornea OR NCI-H23 OR Other Smooth muscle cells OR Cos-7 cells OR SF-

268 OR CD34+ cells OR Th2 cells OR Vd2 Gamma-delta T cells OR Memory T lymphocytes not otherwise specified OR Chondrocytes OR Skeletal Muscle OR Striatum OR HT29 OR Central memory cytotoxic T cells OR Trigeminal Ganglion OR J-774A.1 OR A549-ATCC OR Nucleus Accumbens OR Plasma cells OR A375 OR Granule cells OR SK-MEL-2 OR HepG2 OR Forestomach OR Amygdala OR Cardiomyocytes OR Granulocytes not otherwise specified OR SF-295 OR CD56dim NK cells OR Spleen OR RBL-2H3 OR CAKI-1 OR MCF7 OR Activated helper T cells OR Granulosa cells OR Activated Vd1 Gamma-delta T cells OR T lymphocytes not otherwise specified OR Colon Cancer Cell Lines not otherwise specified OR Other Breast Cancer Cell Lines OR Brainstem OR Cells not otherwise specified OR Peripheral blood monocytes OR Other Monocyte-derived dendritic cells OR NB4 OR Medulla Oblongata OR WEHI-231 OR Cytotoxic T cells OR BT-549 OR Lymphoma Cell Lines not otherwise specified OR Beta islet cells OR NCI-H332M OR Other Colon Cancer Cell Lines OR Other Neuroblastoma Cell Lines OR Other Stem cells OR Caudate Nucleus OR Melanocytes OR Other Cells OR Other Ovarian Cancer Cell Lines OR Monocyte-derived dendritic cells not otherwise specified OR Other Organ Systems OR Peripheral blood lymphocytes OR Other Hepatoma Cell Lines OR 3T3-L1 cells OR Other Bone marrow cells OR Fibroblasts OR HOP-92 OR Salivary Gland OR Large Intestine OR CNS Cell Lines not otherwise specified OR Bone marrow-derived macrophages OR Effector memory cytotoxic T cells OR Naive helper T cells OR UACC-62 OR OVCAR-8 OR OVCAR-4 OR MEF cells OR SK-MEL-5 OR Microvascular endothelial cells OR Other Prostate Cancer Cell Lines OR 786-0 OR Granule Cell Layer OR Lymphocytes not otherwise specified OR NCI-ADR-RES OR Dendritic cells not otherwise specified OR Stomach OR CD56bright NK cells OR Other Kidney cell lines OR Min6 OR Purkinje cells OR Activated CD56bright NK cells OR Brain OR Langerhans cells OR Mesenchymal stem cells OR Thalamus OR J774 OR Other CNS Cell Lines OR MDA-MB-468 OR UACC-257 OR Bone marrow cells not otherwise specified OR Other Nervous System OR MDA-MB-435 OR Jurkat OR RKO OR Macrophage Cancer Cell Lines not otherwise specified OR Cell Line not otherwise specified OR U266 OR Other Memory T lymphocytes OR Skin OR Monocyte-derived macrophage OR ACHN OR Other Granulocytes OR Melanoma Cell Lines not otherwise specified OR HCT-15 OR Pheochromocytoma cell lines not otherwise specified OR MOLT-4 OR RAW 264.7 OR Lung Cancer Cell Lines not otherwise specified OR SK-N-SH OR Other Pancreatic Cancer Cell Lines OR COLO205 OR Epithelial cells not otherwise specified OR Pro-B lymphocytes OR SK-OV-3 OR Testis OR Other Neurons OR RXF-393 OR Gray Matter OR Other NK cells OR BT-474 OR Olfactory Bulb OR Prostate Gland OR P19 OR Vd1 Gamma-delta T cells OR A2780 OR HS 578T OR Cortical neurons OR Other Osteosarcoma Cell Lines OR Megakaryocytes OR Memory B cells OR Kidney OR Trachea OR U937 OR Breast Cancer Cell Lines not otherwise specified OR LOX IMVI OR RPMI-8266 OR Natural T-regulatory cells OR MG-63 OR Th17 cells OR Oocytes OR Esophagus OR Other Endothelial cells OR TK-10 OR Monocytes not otherwise specified OR 293 cells OR SNB-75 OR Caco2 cells OR EKVX OR Other Lymphocytes OR Peritoneal macrophages OR Calvaria OR Other Immune cell lines OR Other Macrophage Cancer Cell Lines OR Hep3B OR Cervical cancer cell line not otherwise specified OR Prostate Cancer Cell Lines not otherwise specified OR T47-D OR Mammary Gland OR CD4+ T-lymphocytes OR Cerebellum OR Leukemia Cell Lines not otherwise specified OR CCRF-CEM OR KM-12 OR BDCA-1+ dendritic cells OR Hepatoma Cell Lines not otherwise specified OR Other Peripheral blood leukocytes OR U87MG OR Sciatic Nerve OR Other Macrophages

OR Immune cell lines not otherwise specified OR LNCaP cells OR MDA-MB-231 OR HeLa OR HMC-1 OR UO-31 OR Crypt OR Activated Vd2 Gamma-delta T cells OR Naive B cells OR Parietal Lobe OR Dermis OR Thyroid Gland OR Other Pheochromocytoma cell lines OR NIH/3T3 cells OR Other T lymphocytes OR Cartilage Tissue OR Other Kidney Cancer Cell Lines OR PBMCs OR Adrenal Gland OR Effector memory RA+ cytotoxic T cells OR Heart OR Smooth Muscle OR Liver OR Osteoblasts OR Bladder OR Epidermis OR Mast cells OR Small Intestine OR Osteosarcoma Cell Lines not otherwise specified OR A498 OR Other Monocytes OR Peripheral blood leukocytes not otherwise specified OR Pituitary Gland OR Blood platelets OR THP-1 OR Macrophages not otherwise specified OR Myeloid dendritic cells OR Dorsal Root Ganglion OR HCC-2998 OR Adipose OR Cerebral Ventricles OR Pyramidal neurons OR NCI-H226 OR U2OS OR Myeloma Cell Lines not otherwise specified OR Substantia Nigra OR Cerebral Cortex OR Other Myeloma Cell Lines OR M14 OR Thymus OR DU-145 OR HL-60 OR Astrocytes OR B lymphocytes not otherwise specified OR Uterus OR PC-12 cells OR Vascular smooth muscle cells OR Th1 cells OR HuH7 OR Microglia OR Choroid Plexus OR Other Immune cells OR Spinal Cord OR Mature monocyte-derived dendritic cells OR Fibroblast cell lines not otherwise specified OR HCT-116 OR NT2/D1 OR Intraepithelial T lymphocytes OR Lung OR NCI-H522 OR PANC-1 OR Tissues and Primary Cells not otherwise specified OR Other Mononuclear leukocytes OR SW-480 OR BDCA-3+ dendritic cells OR Smooth muscle cells not otherwise specified OR SK-MEL-28 OR BA/F3 OR Ovarian Cancer Cell Lines not otherwise specified OR Other Epithelial cells OR Putamen OR Neurons not otherwise specified OR Effector T cells OR Other Tissues and Primary Cells OR Neuroblastoma Cell Lines not otherwise specified OR Pancreatic Cancer Cell Lines not otherwise specified OR MDA-MB-361 OR SR OR Bone marrow-derived dendritic cells OR Lens OR MALME-3M OR HOP-62 OR HEL OR Activated CD56dim NK cells OR Nervous System not otherwise specified OR Plasmacytoid dendritic cells OR Swiss 3T3 cells OR Endothelial cells not otherwise specified OR Hepatocytes OR Ventricular Zone OR PC-3 OR Immature monocyte-derived dendritic cells OR Immune cells not otherwise specified OR Retina OR Mononuclear leukocytes not otherwise specified OR Organ Systems not otherwise specified OR Other Lung Cancer Cell Lines OR Subventricular Zone OR H460 OR K-562 OR INS-1 OR Kidney cell lines not otherwise specified OR Hippocampus OR Teratocarcinoma Cell Lines not otherwise specified OR Sertoli cells OR Kidney Cancer Cell Lines not otherwise specified OR Effector memory helper T cells OR SF-539 OR Adipocytes OR MDA-N OR Eosinophils OR NK cells not otherwise specified OR Splenocytes OR OVCAR-3 OR SW-620 OR Ovary OR Embryonic stem cells OR HUVEC cells OR OVCAR-5 OR Hypothalamus OR Stem cells not otherwise specified OR Other Leukemia Cell Lines OR Other Teratocarcinoma Cell Lines OR Thymocytes OR Other Cervical cancer cell line OR Keratinocytes OR Pre-B lymphocytes OR Other B lymphocytes OR Other Fibroblast cell lines OR Lymph node OR IGROV1) AND (mol. types = biologic drug OR canonical pathway OR chemical - endogenous mammalian OR chemical - endogenous non-mammalian OR chemical - kinase inhibitor OR chemical - other OR chemical - protease inhibitor OR chemical drug OR chemical reagent OR chemical toxicant OR complex OR cytokine OR disease OR enzyme OR function OR fusion gene/product OR G-protein coupled receptor OR group OR growth factor OR ion channel OR kinase OR ligand-dependent nuclear receptor OR mature microRNA OR microRNA OR other OR peptidase OR phosphatase OR transcription regulator OR translation regulator OR transmembrane receptor OR transporter) AND

(data sources = An Open Access Database of Genome-wide Association Results OR BIND OR BioGRID OR Catalogue Of Somatic Mutations In Cancer (COSMIC) OR Chemical Carcinogenesis Research Information System (CCRIS) OR Clinical Genome Resource (ClinGen) OR ClinicalTrials.gov OR ClinVar OR Cognia OR DIP OR DrugBank OR Gene Ontology (GO) OR GVK Biosciences OR Hazardous Substances Data Bank (HSDB) OR HumanCyc OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR IntAct OR Interactome studies OR MIPS OR miRBase OR miRecords OR Mouse Genome Database (MGD) OR Obesity Gene Map Database OR Online Mendelian Inheritance in Man (OMIM) OR TarBase OR TargetScan Human OR TargetScan Mouse)

### Top Canonical Pathways

### Top Upstream Regulators

#### Upstream Regulators

Causal Network

Top Diseases and Bio Functions

Diseases and Disorders

Molecular and Cellular Functions

### Physiological System Development and Function

### Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

### Top Regulator Effect Networks

### Top Networks

## Top Tox Lists

## Top My Lists

Top My Pathways

Top Analysis-Ready Molecules

Expr Log Ratio

Expr Log Ratio

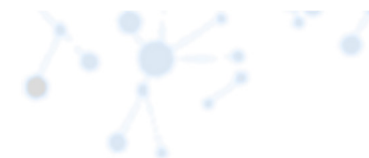

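Genes of cholesterol synthesis and lysosomal genes were examined in the NRK-52E data behind this IPA run. Of 23 genes listed for cholesterol synthesis, 22 were tested, with a mean log2 fold change of 1.54 in NRK-52E cells (adjusted p = 4.38e-14, camera test on the edgeR object). Of these, 19 were higher at pH 6.0 and 0 lower over all genes, and 19 and 0 over the list alone. Mvk had the lowest log2 fold change (ENSRNOG00000049604, log2 fold change -0.25, adjusted p = 0.116, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRK-49F cells the mean was 0.067 (adjusted p = 0.766), and the lists' changes differed between the cell lines (adjusted p = 1.94e-15, camera tests on the edgeR object). Of 34 lysosomal genes of the CLEAR network, 33 were tested. Their mean log2 fold change in NRK-52E cells was -0.043 and their median 0.10, and the list did not pass the threshold (adjusted p = 0.0735, camera test on the edgeR object). In that list 12 genes were higher and 8 lower over all genes, and 12 and 8 over the list alone. Ctsk rose most (ENSRNOG00000021155, log2 fold change 2.49), and Ctsz (ENSRNOG00000050697), the gene with the lowest estimate, had no counts at pH 6.0 and at most 14 at pH 7.4. It was called lower (adjusted p = 0.00394 in the edgeR test), but not with the estimated signal of NRK-49F cells subtracted (adjusted p = 0.282). Ctsz is itself among the genes from which that signal was estimated, so the subtraction is not an independent test of its fall.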

Analysis Name: SA1A - Monoculture - NRKE (with homologs) - 2023-02-16 11:20 vorm.

Analysis Creation Date: 2023-02-16

Build version: exported

Content version: 84978992 (Release Date: 2022-11-27)

### Experiment Metadata

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only molecules and/or relationships where

(species = Uncategorized OR Human OR Mouse OR Rat) AND

(confidence = Experimentally Observed) AND

(tissues/cell lines = Other Dendritic cells OR Corpus Callosum OR Pancreas OR Other Melanoma Cell Lines OR Other Cell Line OR

Hematopoietic progenitor cells OR Murine NKT cells OR SN12C OR U251 OR Central memory helper T cells OR Stromal cells OR White Matter

OR Neutrophils OR Placenta OR Other Lymphoma Cell Lines OR Cornea OR NCI-H23 OR Other Smooth muscle cells OR Cos-7 cells OR SF-

268 OR CD34+ cells OR Th2 cells OR Vd2 Gamma-delta T cells OR Memory T lymphocytes not otherwise specified OR Chondrocytes OR Skeletal Muscle OR Striatum OR HT29 OR Central memory cytotoxic T cells OR Trigeminal Ganglion OR J-774A.1 OR A549-ATCC OR Nucleus Accumbens OR Plasma cells OR A375 OR Granule cells OR SK-MEL-2 OR HepG2 OR Forestomach OR Amygdala OR Cardiomyocytes OR Granulocytes not otherwise specified OR SF-295 OR CD56dim NK cells OR Spleen OR RBL-2H3 OR CAKI-1 OR MCF7 OR Activated helper T cells OR Granulosa cells OR Activated Vd1 Gamma-delta T cells OR T lymphocytes not otherwise specified OR Colon Cancer Cell Lines not otherwise specified OR Other Breast Cancer Cell Lines OR Brainstem OR Cells not otherwise specified OR Peripheral blood monocytes OR Other Monocyte-derived dendritic cells OR NB4 OR Medulla Oblongata OR WEHI-231 OR Cytotoxic T cells OR BT-549 OR Lymphoma Cell Lines not otherwise specified OR Beta islet cells OR NCI-H332M OR Other Colon Cancer Cell Lines OR Other Neuroblastoma Cell Lines OR Other Stem cells OR Caudate Nucleus OR Melanocytes OR Other Cells OR Other Ovarian Cancer Cell Lines OR Monocyte-derived dendritic cells not otherwise specified OR Other Organ Systems OR Peripheral blood lymphocytes OR Other Hepatoma Cell Lines OR 3T3-L1 cells OR Other Bone marrow cells OR Fibroblasts OR HOP-92 OR Salivary Gland OR Large Intestine OR CNS Cell Lines not otherwise specified OR Bone marrow-derived macrophages OR Effector memory cytotoxic T cells OR Naive helper T cells OR UACC-62 OR OVCAR-8 OR OVCAR-4 OR MEF cells OR SK-MEL-5 OR Microvascular endothelial cells OR Other Prostate Cancer Cell Lines OR 786-0 OR Granule Cell Layer OR Lymphocytes not otherwise specified OR NCI-ADR-RES OR Dendritic cells not otherwise specified OR Stomach OR CD56bright NK cells OR Other Kidney cell lines OR Min6 OR Purkinje cells OR Activated CD56bright NK cells OR Brain OR Langerhans cells OR Mesenchymal stem cells OR Thalamus OR J774 OR Other CNS Cell Lines OR MDA-MB-468 OR UACC-257 OR Bone marrow cells not otherwise specified OR Other Nervous System OR MDA-MB-435 OR Jurkat OR RKO OR Macrophage Cancer Cell Lines not otherwise specified OR Cell Line not otherwise specified OR U266 OR Other Memory T lymphocytes OR Skin OR Monocyte-derived macrophage OR ACHN OR Other Granulocytes OR Melanoma Cell Lines not otherwise specified OR HCT-15 OR Pheochromocytoma cell lines not otherwise specified OR MOLT-4 OR RAW 264.7 OR Lung Cancer Cell Lines not otherwise specified OR SK-N-SH OR Other Pancreatic Cancer Cell Lines OR COLO205 OR Epithelial cells not otherwise specified OR Pro-B lymphocytes OR SK-OV-3 OR Testis OR Other Neurons OR RXF-393 OR Gray Matter OR Other NK cells OR BT-474 OR Olfactory Bulb OR Prostate Gland OR P19 OR Vd1 Gamma-delta T cells OR A2780 OR HS 578T OR Cortical neurons OR Other Osteosarcoma Cell Lines OR Megakaryocytes OR Memory B cells OR Kidney OR Trachea OR U937 OR Breast Cancer Cell Lines not otherwise specified OR LOX IMVI OR RPMI-8266 OR Natural T-regulatory cells OR MG-63 OR Th17 cells OR Oocytes OR Esophagus OR Other Endothelial cells OR TK-10 OR Monocytes not otherwise specified OR 293 cells OR SNB-75 OR Caco2 cells OR EKVX OR Other Lymphocytes OR Peritoneal macrophages OR Calvaria OR Other Immune cell lines OR Other Macrophage Cancer Cell Lines OR Hep3B OR Cervical cancer cell line not otherwise specified OR Prostate Cancer Cell Lines not otherwise specified OR T47-D OR Mammary Gland OR CD4+ T-lymphocytes OR Cerebellum OR Leukemia Cell Lines not otherwise specified OR CCRF-CEM OR KM-12 OR BDCA-1+ dendritic cells OR Hepatoma Cell Lines not otherwise specified OR Other Peripheral blood leukocytes OR U87MG OR Sciatic Nerve OR Other Macrophages

OR Immune cell lines not otherwise specified OR LNCaP cells OR MDA-MB-231 OR HeLa OR HMC-1 OR UO-31 OR Crypt OR Activated Vd2 Gamma-delta T cells OR Naive B cells OR Parietal Lobe OR Dermis OR Thyroid Gland OR Other Pheochromocytoma cell lines OR NIH/3T3 cells OR Other T lymphocytes OR Cartilage Tissue OR Other Kidney Cancer Cell Lines OR PBMCs OR Adrenal Gland OR Effector memory RA+ cytotoxic T cells OR Heart OR Smooth Muscle OR Liver OR Osteoblasts OR Bladder OR Epidermis OR Mast cells OR Small Intestine OR Osteosarcoma Cell Lines not otherwise specified OR A498 OR Other Monocytes OR Peripheral blood leukocytes not otherwise specified OR Pituitary Gland OR Blood platelets OR THP-1 OR Macrophages not otherwise specified OR Myeloid dendritic cells OR Dorsal Root Ganglion OR HCC-2998 OR Adipose OR Cerebral Ventricles OR Pyramidal neurons OR NCI-H226 OR U2OS OR Myeloma Cell Lines not otherwise specified OR Substantia Nigra OR Cerebral Cortex OR Other Myeloma Cell Lines OR M14 OR Thymus OR DU-145 OR HL-60 OR Astrocytes OR B lymphocytes not otherwise specified OR Uterus OR PC-12 cells OR Vascular smooth muscle cells OR Th1 cells OR HuH7 OR Microglia OR Choroid Plexus OR Other Immune cells OR Spinal Cord OR Mature monocyte-derived dendritic cells OR Fibroblast cell lines not otherwise specified OR HCT-116 OR NT2/D1 OR Intraepithelial T lymphocytes OR Lung OR NCI-H522 OR PANC-1 OR Tissues and Primary Cells not otherwise specified OR Other Mononuclear leukocytes OR SW-480 OR BDCA-3+ dendritic cells OR Smooth muscle cells not otherwise specified OR SK-MEL-28 OR BA/F3 OR Ovarian Cancer Cell Lines not otherwise specified OR Other Epithelial cells OR Putamen OR Neurons not otherwise specified OR Effector T cells OR Other Tissues and Primary Cells OR Neuroblastoma Cell Lines not otherwise specified OR Pancreatic Cancer Cell Lines not otherwise specified OR MDA-MB-361 OR SR OR Bone marrow-derived dendritic cells OR Lens OR MALME-3M OR HOP-62 OR HEL OR Activated CD56dim NK cells OR Nervous System not otherwise specified OR Plasmacytoid dendritic cells OR Swiss 3T3 cells OR Endothelial cells not otherwise specified OR Hepatocytes OR Ventricular Zone OR PC-3 OR Immature monocyte-derived dendritic cells OR Immune cells not otherwise specified OR Retina OR Mononuclear leukocytes not otherwise specified OR Organ Systems not otherwise specified OR Other Lung Cancer Cell Lines OR Subventricular Zone OR H460 OR K-562 OR INS-1 OR Kidney cell lines not otherwise specified OR Hippocampus OR Teratocarcinoma Cell Lines not otherwise specified OR Sertoli cells OR Kidney Cancer Cell Lines not otherwise specified OR Effector memory helper T cells OR SF-539 OR Adipocytes OR MDA-N OR Eosinophils OR NK cells not otherwise specified OR Splenocytes OR OVCAR-3 OR SW-620 OR Ovary OR Embryonic stem cells OR HUVEC cells OR OVCAR-5 OR Hypothalamus OR Stem cells not otherwise specified OR Other Leukemia Cell Lines OR Other Teratocarcinoma Cell Lines OR Thymocytes OR Other Cervical cancer cell line OR Keratinocytes OR Pre-B lymphocytes OR Other B lymphocytes OR Other Fibroblast cell lines OR Lymph node OR IGROV1) AND (mol. types = biologic drug OR canonical pathway OR chemical - endogenous mammalian OR chemical - endogenous non-mammalian OR chemical - kinase inhibitor OR chemical - other OR chemical - protease inhibitor OR chemical drug OR chemical reagent OR chemical toxicant OR complex OR cytokine OR disease OR enzyme OR function OR fusion gene/product OR G-protein coupled receptor OR group OR growth factor OR ion channel OR kinase OR ligand-dependent nuclear receptor OR mature microRNA OR microRNA OR other OR peptidase OR phosphatase OR transcription regulator OR translation regulator OR transmembrane receptor OR transporter) AND

(data sources = An Open Access Database of Genome-wide Association Results OR BIND OR BioGRID OR Catalogue Of Somatic Mutations In Cancer (COSMIC) OR Chemical Carcinogenesis Research Information System (CCRIS) OR Clinical Genome Resource (ClinGen) OR ClinicalTrials.gov OR ClinVar OR Cognia OR DIP OR DrugBank OR Gene Ontology (GO) OR GVK Biosciences OR Hazardous Substances Data Bank (HSDB) OR HumanCyc OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR IntAct OR Interactome studies OR MIPS OR miRBase OR miRecords OR Mouse Genome Database (MGD) OR Obesity Gene Map Database OR Online Mendelian Inheritance in Man (OMIM) OR TarBase OR TargetScan Human OR TargetScan Mouse)

### Top Canonical Pathways

### Top Upstream Regulators

#### Upstream Regulators

Causal Network

Top Diseases and Bio Functions

Diseases and Disorders

Molecular and Cellular Functions

### Physiological System Development and Function

### Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

### Top Regulator Effect Networks

### Top Networks

Top Tox Lists

Top My Lists

Top My Pathways

Top Analysis-Ready Molecules

Expr Log Ratio

Expr Log Ratio

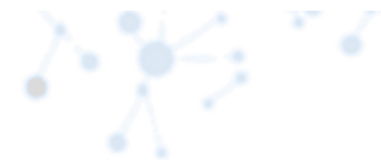

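Genes of the kinetochore and of mitosis were examined in the NRK-49F data behind this IPA run. All 34 listed genes were tested, and their mean log2 fold change in NRK-49F cells was 0.84 (adjusted p = 1.08e-08, camera test on the edgeR object). All of them had a positive log2 fold change, 27 of them past the threshold over all genes and 31 over the list alone. Pttg1 rose most (ENSRNOG00000003802, log2 fold change 1.88) and Bub3 least (ENSRNOG00000020643, log2 fold change 0.17). In NRK-52E cells the mean was -0.15 (adjusted p = 0.766, camera test on the edgeR object), with 9 genes higher and 13 lower. The difference between the cell lines passed the threshold (adjusted p = 0.00161, camera test of the difference on the edgeR object). In NRK-52E cells, however, a comparison of the sample groups in place of pH gave this list a larger mean of 0.88. Of 100 reassignments of pH, 46 gave a mean as large as the real one in NRK-52E cells. Lysosomal genes had a mean log2 fold change of 0.17 in NRK-49F cells (adjusted p = 0.0276, camera test on the edgeR object), with 9 higher and 3 lower over all genes, and 12 and 4 over the list alone. Naglu rose most in that list (ENSRNOG00000032381, log2 fold change 1.02).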

Analysis Name: SA1A - Monoculture - NRKF (with homologs) - 2023-02-16 11:26 vorm.

Analysis Creation Date: 2023-02-16

Build version: exported

Content version: 84978992 (Release Date: 2022-11-27)

### Experiment Metadata

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only molecules and/or relationships where

(species = Uncategorized OR Human OR Mouse OR Rat) AND

(confidence = Experimentally Observed) AND

(tissues/cell lines = Other Dendritic cells OR Corpus Callosum OR Pancreas OR Other Melanoma Cell Lines OR Other Cell Line OR

Hematopoietic progenitor cells OR Murine NKT cells OR SN12C OR U251 OR Central memory helper T cells OR Stromal cells OR White Matter

OR Neutrophils OR Placenta OR Other Lymphoma Cell Lines OR Cornea OR NCI-H23 OR Other Smooth muscle cells OR Cos-7 cells OR SF-

How the deposited data were processed for this re-analysis (not part of the article)

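Rat kidney epithelial cells (NRK-52E) and rat kidney fibroblasts (NRK-49F) were kept without serum for 24 h and then incubated for 48 h at pH 7.4 or pH 6.0, and their poly(A) RNA was sequenced in read pairs. The deposited table of the rat cells holds raw counts, which the authors made by mapping the reads to the rat genome rn7 with HISAT2 and counting them on the exons of each Ensembl gene with featureCounts, multi-mapping reads included, without normalization. The strand setting of the counting is not named in the paper's text. Of the per-sample columns, 23 were used, 6 for each pH of NRK-52E cells, 6 for NRK-49F cells at pH 7.4 and 5 for NRK-49F cells at pH 6.0. The other 13 columns were not used here, since they could not be matched to a sample label. The human samples were not analysed here. The labels give the growth medium 1.5 g/l NaHCO3 and the paper's methods give 2 g/l, while the pH and the time of the incubation are the same in both.
Samples were grouped by cell line and pH as their labels give them. The labels also place the samples in 2 sample groups per cell line, 1 and 3 for NRK-52E cells and 4 and 6 for NRK-49F cells. Replicate codes are not shared between pH values, so the comparisons are unpaired. Total counts per sample ranged from 16412564 to 34250535 over all samples. For shares of counts in a single sample, exact (Clopper-Pearson) intervals at 95% were computed, and the smallest level that the depth can show was set at 3 counts. Such intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. Where all samples of a condition were at or under 3 counts, a fold change was computed against the level of 3 counts and is a lower bound.
All 23 samples were analysed in a single model with 4 conditions in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and the change from pH 7.4 to pH 6.0 in each cell line was tested by the quasi-likelihood test. The difference between both changes was tested as a contrast of its own. The threshold was a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. FPM were computed by edgeR's cpm function from the TMM-scaled library size, and differences of single genes in FPM were tested by exact two-sided permutation tests, 20 in all, adjusted together. DESeq2 1.42.0 was run on the same genes, and genes called by both tools follow the paper's rule. The authors used earlier versions of both tools.
Lists of genes were tested by camera of limma 3.58.1 with an inter-gene correlation of 0.01, in 16 tests adjusted together. The 8 lists were written from general knowledge of the processes and not from IPA. They include targets of ATF4, NFE2L2 and TGFB1, integrin and paxillin signalling, cholesterol synthesis, kinetochore and mitosis, and the lysosomal CLEAR network. Samples were clustered by 1 minus Pearson's coefficient over FPM with average linkage, for genes above 5 FPM in at least 1 sample. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.
Single genes are named by a rule. It takes every gene that the paper names from the rat data in its text, Table 1 or Fig 4e. It also takes, in each cell line, the 3 genes with the largest rise and the 3 with the largest fall among regulated genes with a symbol, a mean of at least 5 FPM over all samples and no overlap between the pH values. The rule further takes the 3 genes each way with the largest opposite changes, the member of each list with the largest rise and fall, and the marker genes of epithelial cells and fibroblasts that served to check the labels. Nupr1 is listed in the deposited table as Nupr1l1 and Eprs1 as Eprs. Some items among these genes and lists were tested with the others but are not reported here.
The steps were tested on simulated data with 200 genes changed in NRK-52E cells. The edgeR test recovered 192 of them, with 8 other genes called. In NRK-49F cells it recovered 138 of 150, with 6 others called. The test of the difference recovered 92 of 100 with 0 others called, among 14623 genes in each case. Every simulated change was 1.5 on the log2 scale, and neither sample group differences nor signal of the other line were simulated. Far fewer genes changed in the simulation than were called in the real data. It therefore cannot show how the scaling and the error rate hold under changes that wide.
The alternatives changed the scaling (RLE, upper quartile), the test (likelihood ratio test, DESeq2, a test against an absolute log2 fold change of 1), the threshold (adjusted p under 0.01), the filter (none beyond 1 count, or at least 10 counts in every sample), the depth (all libraries thinned to the smallest) and the samples (each cell line alone, each sample group, the sample group as a block, each replicate left out). For lists, the median and limma's fry test were tried, and for clustering another linkage, coefficient, scale and FPM limit. FPM were also computed from the raw library size and by DESeq2, and calls were also made by both tools and from protein-coding genes alone. The signal of the other cell line was estimated from 78 genes of NRK-49F cells and 8 genes of NRK-52E cells that had at least 20 FPM in every sample of their own line and a median of at most 3 counts in the other. Its share is their summed FPM in percent of the mean in the other line at pH 7.4, and in an alternative chosen after the data were seen this share of the other line's pH 7.4 level was subtracted from every gene's counts. Bias by gene length or GC content was not analysed here, and neither were the IPA and g:Profiler results.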

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

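The tests of replicate A035, of the signal of the other cell line and of the correlation between sample groups were chosen only after the results were seen. The comparisons and alternatives were set before the data were examined, apart from the subtraction of the other line's signal, calls by both edgeR's likelihood ratio test and DESeq2, the leaving out of replicates for sample groups, clustering and FPM, and all results on sample groups at pH 6.0 or on their pH change.
Samples far from the others were sought in 118 groups of values, by the gap to the nearest sample divided by the whole range of the group. Such a sample was present in 16 of these groups, where chance gives 5.9.
Replicate A035 of NRK-52E cells at pH 7.4 was far from the other samples for 4 of the named genes. Cebpb was higher at 258 FPM (gap of 0.876 of the range) and Ifi27l2b at 6.57 FPM (gap of 0.780). Ampd3 was lower at 8.09 FPM (gap of 0.726) and Tnfsf18 at 5.04 FPM (gap of 0.694). Over the 10446 genes with a mean of at least 5 FPM in this condition, A035 was the far sample for 1491 (14.3%), and A021, the next, for 52. If A035 were mislabelled or partly acidified, its difference from the other samples of its group would follow the pH change of the other sample group, but the Pearson coefficient across genes, which are not independent replicates, was 0.119. Its share of NRK-49F genes was 0.0293% (95% interval 0.0217% to 0.0387%), the lowest of the 6 samples, so signal of NRK-49F cells does not account for the pattern. Its total count of 18041031 and the 6.85% of counts in its 10 largest genes (95% interval 6.84% to 6.86%) were neither the lowest nor the highest of the 6. Bias by gene length or GC content was not analysed here, so the pattern cannot be told apart from such a bias. No biological explanation was tested, since the design gives none for a single replicate. Without A035, 9079 genes were regulated in NRK-52E cells, against 9049 with it.
NRK-52E samples at pH 7.4 held signal of genes that belong to NRK-49F cells. The share was 1.39% in A021 (95% interval 1.35% to 1.43%), with a gap of 0.672 of the range. In A021 Syndig1 had 0.700 FPM (gap of 0.653) and Vcam1 4.00 FPM (gap of 0.719). Across the 78 genes behind the share, the FPM in A021 followed the level in NRK-49F cells at pH 7.4 with a Spearman coefficient of 0.858 (permutation p = 1.00e-04, the smallest that these permutations can give, adjusted p = 7.33e-04 by permutation over 22 samples, genes not being independent replicates). The coefficient was 0.808 in A022, 0.599 in A033 and 0.0786 in A023 of the same condition. With the level in NRK-49F cells at pH 6.0 in its place, it was lower in A021 (0.717), A022 (0.665) and A023 (0.0649) and higher in A033 (0.745). The highest share of the 6 samples was 47.3 times the lowest, so genes of NRK-52E cells switched off at pH 6.0 would have to vary that much between replicates. RNA, cells or reads of NRK-49F cells in the sample remain a candidate explanation. With the estimated share subtracted, at the pH 7.4 level of NRK-49F cells for every sample, 202 of the 5402 lower genes in NRK-52E cells were no longer called (3.74%), so this signal does not account for most of the falls. Among 147 of these genes with under 2 FPM in NRK-52E cells and at least 20 FPM in NRK-49F cells at pH 7.4, 72 were no longer called. For Gpr176 in NRK-52E cells, the adjusted p rose to 0.199 in edgeR's quasi-likelihood test (before the subtraction the level was at least 1.17-fold lower at pH 6.0, with 5 of the 6 pH 7.4 samples above the pH 6.0 mean). Over the alternatives set in advance its adjusted p in edgeR's or DESeq2's test ranged from 0.00559 to 0.189, so the fall of Gpr176 cannot be told apart from signal of NRK-49F cells.
NRK-49F samples at pH 7.4 held signal of genes of NRK-52E cells, with a share of 6.31% in A051 (95% interval 5.77% to 6.88%, gap of 0.781) and 1.38% in A039 (95% interval 1.15% to 1.65%). In A053 no count was found, and the smallest share that its depth can show was 0.0528%. At pH 6.0 the highest share was 0.545% (95% interval 0.397% to 0.729%) in A054, with a gap of 0.887. In A051 Naaa had 1.55 FPM (gap of 0.733) and Pdk4 1.17 FPM (gap of 0.692). With each of the 8 genes left out in turn, the share in A051 stayed at 5.68% or more, so no single gene makes it. Across these genes, the levels in A051 had a Spearman coefficient of -0.0838 with those in NRK-52E cells at pH 7.4 (permutation p = 0.848) and of 0.802 with those at pH 6.0 (permutation p = 0.0248, adjusted p = 0.0909 by permutation over 22 samples). Neither passed the threshold after adjustment, so with so few genes the profile does not settle the source. RNA, cells or reads of NRK-52E cells in the sample remain a possible explanation.
The other far samples were not traced to an explanation. Gpr176 had 0.164 FPM in A025 of NRK-52E cells at pH 6.0 (gap of 0.676), where it rests on 3 counts and is at the limit of detection. The total count was 33690997 in A026 of the same condition (gap of 0.814). In NRK-49F cells at pH 7.4, A040 was highest for Ampd3 at 3.69 FPM (gap of 0.840) and for Olfm1 at 6.76 FPM (gap of 0.798). At pH 6.0, A042 was highest for Atf4 at 458 FPM (gap of 0.715). The cause of these values was not tested.
The change at pH 6.0 differed between NRK-52E and NRK-49F cells for 6120 genes. Of 100 reassignments of pH within each cell line, the real one included, 1 gave as many such genes. Likewise, 1 of 100 gave as many regulated genes in NRK-52E cells, 1 of 100 in NRK-49F cells, 1 of 100 in both and 1 of 100 in both with opposite directions. The pH was reassigned in both cell lines at once, and every other draw gave 0 genes in both. These draws therefore test for any effect of pH, and not whether the responses are shared, opposite or different between the cell lines. Several technical explanations of the larger number in NRK-52E cells were tested. The biological coefficient of variation was 1.13 times that in NRK-49F cells, so a smaller spread between replicates does not account for it. With all libraries thinned to the smallest total, the ratio of regulated genes was 2.19, and with 1 pH 6.0 replicate of NRK-52E cells left out it was at least 1.99. The SD of the log2 fold changes was 1.72 times that in NRK-49F cells, which is in line with larger fold changes in NRK-52E cells. By marker genes and nearest samples, 0 NRK-52E and 0 NRK-49F samples lay nearer to another line or condition. The marker score was compared with the mean of each cell line as labelled, so it cannot show an exchange of whole lines. Of the markers, Cdh1, Epcam, Krt18, Cldn4, Esrp1, Cdh16 and Thy1 had a mean under 1 FPM in every condition. At pH 7.4, Krt8 was higher in NRK-49F cells (839 against 499 FPM) and Col3a1 in NRK-52E cells (6148 against 1212 FPM), the reverse of what the labels imply. Krt7 (21.8 against 1.42 FPM) and Tjp3 (15.0 against 1.76 FPM) were higher in NRK-52E cells, and Col1a1, Col1a2, Pdgfra, Pdgfrb, Dcn, Lum, Fbn1 and Postn in NRK-49F cells. The share of counts in the 10 largest genes changed by -0.527 percentage points in NRK-52E cells and 1.37 in NRK-49F cells, which is small against all counts. Between sample groups of the same line, the Pearson coefficient of the log2 fold changes across genes was 0.746 in NRK-52E cells and 0.620 in NRK-49F cells, and over genes with a mean of at least 5 FPM 0.785 and 0.826. Bias by gene length or GC content and reads shared between paralogs were not analysed here, so the pattern cannot be told apart from these. A cell type specific response may explain it, as a hypothesis.
By the camera test of the difference on the edgeR object, the change differed between the cell lines for ATF4 targets, for cholesterol synthesis and for kinetochore and mitosis. The mean log2 fold change of ATF4 targets was 0.74 in NRK-52E cells and 0.39 in NRK-49F cells (adjusted p = 0.00146 from edgeR and camera, with 28 and 22 of 31 genes higher). For cholesterol synthesis the means were 1.54 and 0.067 (adjusted p = 1.94e-15 from edgeR and camera, with 20 and 11 of 22 genes higher). For kinetochore and mitosis they were -0.15 and 0.84 (adjusted p = 0.00161 from edgeR and camera, with 16 and 34 of 34 genes higher). Of 100 reassignments of pH, the number with a mean as large in NRK-52E cells was 1 for ATF4, 1 for NFE2L2 and 1 for TGFB1 targets, 1 for integrin signalling and 1 for cholesterol synthesis. The number was 46 for kinetochore and mitosis and 35 for the lysosome, whose means in NRK-52E cells were not larger than chance gives. For NRK-49F cells the number was 1 for ATF4, 1 for NFE2L2 and 1 for TGFB1 targets, 3 for integrin signalling, 1 for kinetochore and mitosis and 1 for the lysosome. For cholesterol synthesis in NRK-49F cells it was 53, no more than chance gives. A comparison of the sample groups in place of pH gave a mean of larger size than pH for 2 lists in NRK-52E cells and for none of the lists in NRK-49F cells. These were kinetochore and mitosis (0.88 against -0.15) and the lysosome (-0.12 against -0.043). Each sample group holds both pH values, and with the sample group as a block the mean log2 fold change of kinetochore and mitosis in NRK-52E cells was -0.18 (adjusted p = 0.782, from 0.735 to 0.982 over the alternatives) and that of the lysosome -0.051 (adjusted p = 0.104, from 0.00124 to 0.104, camera or fry on the edgeR object).
Among the genes that the paper names and those chosen for a large or an opposite change, the following, with at least 1 sample above 3 counts in every condition, had a change that differed between the cell lines, each with adjusted p under 0.05 in edgeR's quasi-likelihood test of the difference. The change in NRK-52E cells minus that in NRK-49F cells, on the log2 scale, was 1.76 for Myom1, -0.41 for Ncoa5, 0.44 for Atf4, -0.84 for Cebpb and -1.60 for Tgfb1. It was 3.36 for Ifi27l2b, 2.44 for X4930544D05Rik, 5.06 for Eda2r, -5.45 for Ampd3, -1.34 for Atf3 and 1.65 for AU018091. The genes chosen for a large change in 1 cell line, from Ifi27l2b on, were picked for a size that favours a difference. For genes chosen for their opposite changes it was 5.24 for Tnfsf18, 3.80 for Naaa, 3.59 for Pdk4, -4.61 for Krt15 and -4.08 for Krt13, and for these the choice fixes the sign in advance. Multi-mapping reads were counted, and whether reads shared between paralogs such as Krt13 and Krt15 contribute was not tested.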

How the results depend on the processing

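The alternatives that subtract the other line's signal or call genes by both edgeR's likelihood ratio test and DESeq2 were chosen only after the results were seen. In all alternatives and all fits that left out 1 replicate, NRK-52E cells had more regulated genes than NRK-49F cells. Their number lay between 1978 and 9454 in NRK-52E cells and between 294 and 4929 in NRK-49F cells over the alternatives set in advance. The 5 numbers of regulated genes stayed within 1.5 times their first values under every alternative except an adjusted p under 0.01, the test against a log2 fold change of 1 and the comparison within sample groups 1 and 4. The index of the clustering was 1 under every alternative tried and with every replicate left out.
With an adjusted p under 0.01, 2661 genes were regulated in NRK-49F cells, 1734 in both cell lines and 285 in opposite directions. The same threshold left 188 genes differing between sample groups at pH 7.4 in NRK-52E cells and 2613 genes differing between sample groups at pH 6.0 in NRK-52E cells. It left 698 genes whose pH change differs between sample groups in NRK-52E cells and 2 genes differing between sample groups at pH 6.0 in NRK-49F cells. Tested against an absolute log2 fold change of 1, 1978 genes were regulated in NRK-52E cells, 294 in NRK-49F cells, 122 in both and 15 in opposite directions, and 966 differed between the cell lines. Within sample groups 1 and 4, 3702 genes differed between the cell lines and 381 were opposite. With the likelihood ratio test of edgeR, there were 860 genes differing between sample groups at pH 7.4 in NRK-52E cells and 38 genes differing between sample groups at pH 7.4 in NRK-49F cells. The latter cells also had 63 such genes at pH 6.0 and 7 genes whose pH change differs between sample groups in NRK-49F cells. For all of these the cause was not tested.
The mean log2 fold change of integrin and paxillin signalling in NRK-52E cells passed the threshold with the sample group as a block (-0.64, adjusted p = 0.0404) and with fry (-0.62, adjusted p = 1.28e-05), with 29 of 39 genes lower. Over its alternatives the adjusted p on the edgeR object ranged from 1.28e-05 to 0.0696. Fry does not set a list against the other genes as camera does, so its adjusted p answers another question. The lysosomal list in NRK-52E cells changed sign with at least 10 counts in every sample (0.12), with the median (0.10) and with the other line's signal subtracted (0.058). With fry it passed the threshold in the direction of higher levels at pH 6.0, opposite to the sign of the mean (-0.043, adjusted p = 0.00124 on the edgeR object, with 18 of 33 genes higher, and a range of 0.00124 to 0.104 over its alternatives). The correlation of log2 fold changes between NRK-52E and NRK-49F cells, as Pearson's coefficient across genes, moved to 0.402 with at least 10 counts in every sample, 0.336 with a mean of at least 5 FPM and 0.260 after the subtraction. The cause of these changes was not tested.
Some single genes changed direction. Within sample group 1 these were Olfm1 (0.12 on the log2 scale), Mvk (0.036) and Bub3 (-0.076), and within sample group 4 Git1 (-0.020). Olfm1 and Itga2 rest on at most 3 counts per sample at pH 6.0 in NRK-52E cells. Within sample group 3 the genes that changed direction were Hmox1 (0.10) and Itga2 (0.0059). Within sample group 6 they were Nfe2l2 (0.020, a difference of 4.05 FPM), Eda2r (0.11) and Pdgfra (0.11). After the subtraction, Col1a2 in NRK-52E cells had a log2 fold change of 0, since no counts remained, and the cause of the other changes was not tested. The other log2 fold changes of named genes kept their direction in the alternatives that left out no replicate. Within sample groups 1 and 4, 80 kept their side of the threshold, 12 no longer passed it and 4 newly passed it. Within sample groups 3 and 6 these numbers were 82, 11 and 2. With DESeq2, 1 no longer passed and 2 newly passed, with each line alone 2 and 5, and after the subtraction 4 and 4. With thinned libraries 2 no longer passed, and with the sample group as a block 1 newly passed. Of the FPM differences, 1 newly passed with the raw library size.
With each replicate left out in turn, the genes between sample groups at pH 7.4 numbered 230 to 369 in NRK-52E cells and 0 to 6 in NRK-49F cells, against 0 with all NRK-49F samples (563 at an unadjusted p under 0.05). At pH 6.0 they numbered 2 in NRK-49F cells in each of the 3 fits run. The mean log2 fold change ranged from -0.017 to 0.10 for cholesterol synthesis and from 0.16 to 0.20 for the lysosome in NRK-49F cells. There the lysosomal list no longer passed the threshold in 2 of 23 fits (adjusted p up to 0.0552, camera test). In NRK-52E cells the mean ranged from -0.69 to -0.58 for integrin signalling and from -0.061 to -0.018 for the lysosome. These lists newly passed in 3 and 1 of 23 fits (adjusted p down to 0.0340 and 0.0477, camera test). The log2 fold change ranged from -0.029 to 0.10 for Bub3 in NRK-52E cells, and in NRK-49F cells from -0.19 to 0.43 for Nupr1l1, -0.33 to 0.0100 for Eda2r and -0.10 to 0.13 for Pdgfra. The difference of Nupr1l1 in NRK-49F cells ranged from -0.0163 to 0.160 FPM. Among all such fits of the named genes, 30 log2 fold changes no longer passed the threshold and 11 newly passed it, and of the FPM differences 7 and 6. The cause of these changes was not tested.
No paired analysis was possible because replicate codes are not shared between the pH values. Each cell line fitted alone gives no value for the difference between the lines, and the replicates of sample group 4 at pH 6.0 were not left out in comparisons of sample groups, since 1 sample would remain. The depth limits genes whose NRK-52E samples at pH 6.0 were all at or under 3 counts. For Gpr176, Pdgfra, Syndig1 and Vcam1 the fall can be given only as a lower bound on measured levels, signal of NRK-49F cells included. For Olfm1, Penk, Itgb3, Itga2 and Ctsz no fold can be given.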

Differences from the paper's values

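One test named here, that with the subtraction of the signal of the other cell line, was chosen only after the values were seen. With the settings of the first analysis, none of the compared values differed from the paper's by more than the larger error, or, for numbers of genes, by more than 1.5 times. Compared were the numbers of regulated genes in both rat cell lines, the log2 fold changes of Myom1, Ncoa5, Ampd3, Atf3 and Atf4, that of Gpr176 in NRK-49F cells and the FPM of Ncoa5 and Myom1. In NRK-52E cells the difference of Gpr176 can be given only as a lower bound on measured levels (at least 1.17-fold). That difference cannot be told apart from signal of NRK-49F cells, so the log2 fold change of Gpr176 there is not counted among these. For example, 9049 genes were regulated in NRK-52E cells against the paper's about 8800 in Fig 4a, read by eye, and 4270 in NRK-49F cells against the paper's about 4500 in Fig 4a, read by eye. The rules differ, since 9049 and 4270 are calls by edgeR's quasi-likelihood test alone and the paper counts calls by both tools. Calls by both that test and DESeq2 numbered 8798 and 4236.
Under some alternatives the values did differ from the paper's. Tested against an absolute log2 fold change of 1, 1978 genes were regulated in NRK-52E cells and 294 in NRK-49F cells, and with an adjusted p under 0.01, 2661 in NRK-49F cells. The log2 fold change of Ncoa5 in NRK-52E cells was -1.21 with upper quartile scaling, -1.20 with the sample group as a block and -1.38 within sample group 3, against the paper's about -1.1 in Fig 4e, read by eye. Within single sample groups, the log2 fold changes of Ampd3 and Atf3 in NRK-52E cells and of Atf4 in both cell lines differed from the paper's, as did that of Gpr176 in sample group 6. The level of Myom1 differed within sample group 1.
Fig 4e shows Gpr176 among the genes regulated in all cell types. For the log2 fold change of Gpr176 in NRK-49F cells, the threshold was not passed in edgeR's quasi-likelihood test (log2 fold change -0.49, adjusted p = 0.0946). It passed in the test of DESeq2 (adjusted p = 0.00685), in the likelihood ratio test of edgeR (adjusted p = 0.0108) and in edgeR's quasi-likelihood test with NRK-49F cells fitted alone (adjusted p = 0.00847). In an exact two-sided permutation test of FPM it passed too (difference of -6.89 FPM, adjusted p = 0.0192 over 20 tests). It also passed with the signal of the other cell line subtracted, which was chosen after seeing the values (adjusted p = 0.0327 in edgeR's quasi-likelihood test). Over the alternatives set before the data were examined, its adjusted p in the tests of edgeR and DESeq2 ranged from 0.00685 to 0.481, and 6 of 6 pH 7.4 samples lay above the pH 6.0 mean.
The paper describes Myom1 as very low in 4 cell types, and its discussion names CCD1092Sk as the cell type with a higher level. In NRK-52E cells at pH 6.0, Myom1 had 3.64 ± 1.40 FPM (SD, n = 6), above the paper's limit of 3 FPM by less than 1 SD. Within sample group 3 the mean was under that limit (2.42 FPM), and within sample group 1 (4.86 FPM), with the raw library size and with DESeq2's FPM it was not.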

Other observations

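All tests of sample groups at pH 6.0 or of their pH change, the tests of the signal of NRK-49F cells and the test of the scaling were chosen only after the results were seen, while the splits of the pH 7.4 samples were not. At pH 7.4, 438 genes differed between sample groups 1 and 3 of NRK-52E cells, with adjusted p under 0.05 in edgeR's quasi-likelihood test. In NRK-49F cells 0 genes differed between sample groups 4 and 6, with 563 at an unadjusted p under 0.05. Of the 10 splits of the 6 pH 7.4 samples, 1 gave as many genes as the sample groups in NRK-52E cells, and 10 of 10 did in NRK-49F cells, where the count is 0. The share of splits cannot fall under 0.1 in this design. With the estimated signal of NRK-49F cells subtracted, 418 genes differed in NRK-52E cells, so this signal does not account for the difference.
At pH 6.0, 4110 genes differed between sample groups 1 and 3 of NRK-52E cells and 5 between sample groups 4 and 6 of NRK-49F cells. Of the 10 splits of the 6 pH 6.0 samples of NRK-52E cells, 1 gave as many genes. The change from pH 7.4 to pH 6.0 differed between sample groups 1 and 3 for 1573 genes in NRK-52E cells. It differed for 0 genes in NRK-49F cells, with 596 at an unadjusted p under 0.05. Of 100 reassignments of the sample group within each pH, 10 gave as many genes in NRK-52E cells. All 10 of them split the pH 6.0 samples as the labels do or as their mirror, and the highest number among reassignments that do not was 12. The difference in the pH change therefore cannot be told apart from a difference between the sample groups at pH 6.0 alone. The SD of the log2 fold changes in sample group 3 was 1.11 times that in sample group 1. For the change of the mean log2 of FPM plus 1, the SD in sample group 3 was 1.30 times that in sample group 1 (0.857 against 0.661), so a larger response in sample group 3 may account for part of the difference. With the signal of NRK-49F cells subtracted, the number was 1575. What a sample group stands for is not named in the paper's text, so a batch and a difference in culture cannot be told apart, and no biological explanation was tested.
More genes were lower than higher in NRK-52E cells at pH 6.0. This balance moved with the scaling of the libraries. The lower genes were 59.7% of the regulated genes with the TMM scaling of all samples, 56.7% with RLE, 61.2% with the upper quartile, 56.4% with DESeq2 and 51.1% with each cell line filtered, scaled and fitted alone, which also changes the filter and the model and shifted the median log2 fold change in NRK-52E cells by 0.0892. Tested against an absolute log2 fold change of 1, 1418 genes were lower and 560 higher. Each scaling fixes where the fold changes are centred, so the excess over all regulated genes cannot be told apart from an effect of the scaling. The median log2 fold change shifted by -0.0208 with the upper quartile, 0.0396 with RLE and 0.0892 with each cell line alone. These shifts are small against a log2 fold change of 1. They argue against the choice of scaling as the source of the excess in the test against 1, which was run with TMM only.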
